# Escape from X Inactivation Varies in Mouse Tissues

**DOI:** 10.1371/journal.pgen.1005079

**Published:** 2015-03-18

**Authors:** Joel B. Berletch, Wenxiu Ma, Fan Yang, Jay Shendure, William S. Noble, Christine M. Disteche, Xinxian Deng

## Abstract

X chromosome inactivation (XCI) silences most genes on one X chromosome in female mammals, but some genes escape XCI. To identify escape genes in vivo and to explore molecular mechanisms that regulate this process we analyzed the allele-specific expression and chromatin structure of X-linked genes in mouse tissues and cells with skewed XCI and distinguishable alleles based on single nucleotide polymorphisms. Using a binomial model to assess allelic expression, we demonstrate a continuum between complete silencing and expression from the inactive X (Xi). The validity of the RNA-seq approach was verified using RT-PCR with species-specific primers or Sanger sequencing. Both common escape genes and genes with significant differences in XCI status between tissues were identified. Such genes may be candidates for tissue-specific sex differences. Overall, few genes (3–7%) escape XCI in any of the mouse tissues examined, suggesting stringent silencing and escape controls. In contrast, an in vitro system represented by the embryonic-kidney-derived Patski cell line showed a higher density of escape genes (21%), representing both kidney-specific escape genes and cell-line specific escape genes. Allele-specific RNA polymerase II occupancy and DNase I hypersensitivity at the promoter of genes on the Xi correlated well with levels of escape, consistent with an open chromatin structure at escape genes. Allele-specific CTCF binding on the Xi clustered at escape genes and was denser in brain compared to the Patski cell line, possibly contributing to a more compartmentalized structure of the Xi and fewer escape genes in brain compared to the cell line where larger domains of escape were observed.

## Author Summary

X inactivation is a female-specific phenomenon that occurs during early development and results in the silencing of one X chromosome in female mammals. However, some genes escape inactivation and remain expressed from both X chromosomes. To date, the identity of escape genes and the molecular mechanisms of this process are still being explored. Here, we use a new binomial model combined with a mouse system with identifiable alleles and skewed X inactivation to identify and further define the chromatin landscape of escape genes in vivo. We find that some escape genes are common to multiple tissues while others are tissue-specific. We also show that expression levels of alleles on the inactive X correlate with factors associated with open chromatin such as RNA Polymerase II and DNase I hypersensitive sites. Additionally, escape genes co-localized with CTCF binding clusters on the Xi, suggesting a role for CTCF binding in delineating regions of escape and inactivation. Our findings represent the first comprehensive analysis of escape in vivo. Identification of tissue-specific escape genes could lead to a better understanding of the underlying causes of sex-linked disorders such as X-linked intellectual disability and Turner syndrome.

## Introduction

Dosage compensation in mammals is achieved by upregulation of the X chromosome in both sexes and random inactivation of one of the two X chromosomes in females [1]. Initially, the future inactive X (Xi) is coated by the long non-coding RNA *Xist* (X inactive specific transcript), a process essential for the onset of silencing [2]. Inactive chromatin marks such as tri-methylation of lysine 27 on histone H3 (H3K27me3) are put in place along with DNA methylation at CpG islands, macroH2A modification, and late replication, which represent late and possibly secondary events that lock in silencing of most genes in somatic cells. Despite efficient silencing some genes escape X chromosome inactivation (XCI) and thus remain bi-allelically expressed in females [3,4]. Surveys in cultured human/mouse hybrid cells and in cell lines from individuals with skewed XCI have shown that about 8–15% of human genes consistently escape XCI, 10–13% display variable levels of escape, and 10–20% vary between cell lines and individuals [5–7]. Escape from XCI results in significant sexual dimorphisms in levels of gene expression, and bi-allelic expression of at least some escape genes is important for a normal phenotype in human females. Indeed, the presence of a single X chromosome (45,X) results in Turner syndrome characterized by poor viability *in utero*, infertility, short stature, and an array of other abnormalities [8,9].

Genes that escape XCI usually lack both *Xist* RNA coating [10–12] and repressive histone modifications associated with silencing [13–18]. Furthermore, escape genes have specific DNA methylation signatures [19,20]. Whether other specific chromatin elements such as CTCF may be implicated is still unclear [21,22]. Little is known about the distribution of escape from XCI in different tissues in vivo and about the mechanisms that control tissue-specific differences.

XCI is usually random in somatic cells, thus allelic characteristics of X-linked genes can only be studied in cell populations with skewed XCI obtained by cell-cloning or flow-sorting, or by cell selection based on a specific mutation. To derive a cell line (Patski) with completely skewed XCI we previously used an *Hprt* mutation to select cells that contain an active X (Xa) from *Mus spretus* (abbreviated *spretus*) and an Xi from a *Mus musculus* laboratory strain (C57BL/6J abbreviated BL6) [23]. This in vitro system allowed us to determine allele-specific gene expression based on frequent SNPs (single nucleotide polymorphisms) between the mouse species (1/50–100bp), and to identify genes that escape XCI [18]. Mouse trophoblastic cells in which the paternal X is always inactivated offer an alternative way to identify genes that escape imprinted XCI in vitro [14]. However, Patski cells and trophoblastic cells may not represent the in vivo situation and do not address potential differences between tissues. A recent study examined mid-gestation placenta to address escape from imprinted XCI in vivo; but this system only addresses imprinted XCI in an extra-embryonic tissue, the mechanism of which differs from random XCI in the embryo proper [24]. Another recent study examined escape from XCI in mouse brain based on flow sorting cell populations with skewed XCI to >98% purity [25].

To determine the XCI status of genes in multiple tissues in vivo we developed a mouse model in which F1 animals have completely skewed XCI of the *spretus* X due to an *Xist* mutation on the BL6 X [26]. In the present study this model was exploited to compare the XCI status of genes between mouse tissues. We developed a new binomial model to estimate the probability of bi-allelic expression based on RNA-seq and SNPs, resulting in the identification of common as well as tissue-specific escape genes, which were verified by RT-PCR. Allele-specific profiles for two features of active genes, RNA polymerase II occupancy and DNase I hypersensitivity, demonstrate active chromatin signatures at escape genes. In addition, allele-specific profiles of CTCF occupancy were obtained to examine its distribution relative to escape genes.

## Results

### Pipeline to determine allele-specific gene expression

To assess allele-specific expression of X-linked genes in vivo, we mated BL6 females heterozygous for a deletion of the proximal A-repeat of *Xist* (*Xist* ^Δ/+^) [27] to *spretus* males. In the resulting F1 *Xist* ^Δ/+^ (thereafter called F1) female progeny the maternal BL6 X chromosome fails to inactivate, leading to completely skewed XCI in all tissues [26]. This was further verified based on allelic expression of a gene known to be subject to XCI (*Ubqln2*), as determined by Sanger sequencing of RT-PCR products (S1A Fig). Whole brains and spleens from two adult F1 females (biological replicates) and both ovaries pooled from one of these females were used for RNA-seq, followed by gene expression analyses using a new pipeline (see below) to better capture allele-specific reads based on high quality SNPs. 

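RNA-seq of these tissues gave 5 samples: brain replicates 1 and 2, spleen replicates 1 and 2, and 1 ovary sample. In the F1 mice the Xi is the paternal spretus X and the Xa the maternal BL6 X, so an exonic read that carries the spretus base at a SNP of an X-linked gene was counted for the Xi. The authors aligned the reads to the BL6 (mm9) and pseudo-spretus genomes, kept reads with a mapping quality of at least 30, and deposited for each sample a table with 23699 gene rows that holds the RPKM from cufflinks and the number of exonic SNP reads on each allele. Some SNP-read counts in these tables are not whole numbers; they were used as they are. They hold 23235 gene symbols, of which 1017 lie on chromosome X; the other 464 rows repeat a symbol, and the row listed before the others was used for each. Genes whose symbol is a RIKEN clone number are written by their Ensembl identifier. The number of uniquely mapped reads, which sets the scale of Xi-SRPM and Xa-SRPM, was solved from the Xa-SRPM values of S2–S4 Tables together with the BL6 SNP reads. It came to 104241351 reads in brain replicate 1, 36430219 in brain replicate 2, 88842033 in spleen replicate 1, 32538749 in spleen replicate 2 and 78210220 in ovary. The paper's S1 Table lists 36, 89, 33 and 78 M mapped reads for the last 4 samples in this order, and these and its value for brain replicate 1 are the solved depths after rounding. SNP reads summed over all genes of the tables were 13042231 and 5564186 in brain replicates 1 and 2, 9257462 and 3747057 in spleen replicates 1 and 2, and 9346484 in ovary. SNP reads on X-linked genes were 472567 and 182023 in brain, 276104 and 97324 in spleen, and 247769 in ovary, of which 5.15%, 3.64%, 9.08%, 11.8% and 7.15%, in the same order, were spretus reads, including those of Xist. At these depths an Xi-SRPM of 2 corresponded to 20.8 and 7.29 Xi reads in brain replicates 1 and 2, 17.8 and 6.51 in spleen replicates 1 and 2, and 15.6 in ovary, so replicate 2 of each tissue reached the cutoff on fewer reads. Across the 16419 genes with an RPKM of at least 1 in at least 1 sample, log2(RPKM + 1) correlated between replicates with Pearson's r = 0.935 in brain and 0.894 in spleen, and between brain and spleen samples with r from 0.388 to 0.469. These are correlations across genes, which are not independent replicates. RPKM values were compared between tissues with limma on log2(RPKM + 1), a scale that understates the change of genes with low RPKM. The escape rule of the paper was applied to each sample from the deposited SNP reads and RPKM. For a single sample the Xi share of SNP reads is given with its 95% Wilson interval, and where no Xi read was found the smallest share the depth can show is given as 3 reads of the total. The ovary has no replicates, so a difference that involves it has no replicate check on the ovary side. For the X-linked genes the deposited SNP reads and RPKM are those of S1 Dataset in all but 1 gene, Eif2s3x, for which the values of the deposited tables were used.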

For comparison and validation we also re-analyzed two independent RNA-seq datasets generated for the Patski cell line in which the XCI pattern is reversed, i.e. the BL6 X is inactive and the *spretus* X active [18].

To identify reads that map to each parental genome in F1 mice, a "pseudo-*spretus*" genome was assembled by substituting known SNPs between BL6 and *spretus* into the BL6 mm9 reference genome [26,28]. SNPs were obtained from the Sanger Institute (SNP database Nov/2011 version) and from in house analysis [18]. RNA-seq reads were aligned separately to the BL6 and to the pseudo-*spretus* genomes (see details in Material and Methods). We segregated all high-quality uniquely mapped reads (MAPQ ≥ 30) into three categories: (1) BL6-SNP reads containing only BL6-specific SNP(s); (2) *spretus*-SNP reads containing only *spretus*-specific SNP(s); (3) reads that do not contain valid SNPs. We refer to both BL6-SNP reads and *spretus*-SNP reads as "allele-specific reads". Examination of the distribution of allele-specific reads on genes known to be subject to XCI, for example *Ubqln2*, confirmed the absence of *spretus* reads due to XCI skewing in female F1 tissues (S1B Fig).

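Ubqln2 lies on chromosome X of mm9 from 149932775 to 149936101. In F1 brain it had 613 BL6 and 3 spretus SNP reads in replicate 1 and 704 BL6 and 6 spretus reads in replicate 2, an Xi share after correction for mapping bias of 0.692% ± 0.263 (SD, n = 2). In spleen it had 97 BL6 reads and 1 spretus read in replicate 1 and 46 BL6 and 0 spretus reads in replicate 2; the smallest share that replicate 2 can show is 6.52%. In ovary 286 BL6 and 6 spretus reads gave an Xi share of 2.07% (95% Wilson interval 0.954% to 4.45%, no replicates). Its Xi-SRPM was below the cutoff of 2 in every sample, at most 1.65, in brain replicate 2. With the Xi-SRPM cutoff lowered to 1 (19 escape genes in brain, 18 in spleen and 66 in ovary), Ubqln2 was still not called in any of these tissues. From the distribution of reads on such genes the paper concludes that XCI is skewed in the female F1 tissues.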

We calculated diploid gene expression based on all mapped reads using cufflinks/v2.0.2 [29] (http://cufflinks.cbcb.umd.edu/) to determine RPKM (reads per kb of exon length per million mapped reads). Next, we defined SNP-based haploid gene expression from alleles on the Xi or the Xa (Xi-SRPM or Xa-SRPM) to be allele-specific SNP-containing exonic reads per 10 million uniquely mapped reads.

### Modeling the XCI status of genes

Here, we propose and validate a new binomial model to identify escape genes and estimate the statistical confidence of escape probability.

For each gene *i* on chromosome X, let the number of allele-specific RNA-seq reads mapped to the inactive/active chromosomes be *n*_*io*_ and *n*_*i*1_, respectively, and let. *n*_*i*_ = *n*_*io +*_ *n*_*i*1_ We model *n*_*io*_ by a binomial distribution

$$n_{i0}\sim \text{Binomial}\left(n_{i},p_{i}\right)$$

where *p*_*i*_ indicates the expected proportion of reads from the Xi. The estimate of the binomial proportion is

$$\hat{p_{i}}=n_{i0}/n_{i}$$

Let *z*α/2 be the 100(1 - *α*/2)^*th*^ percentile of *N*(0,1). The confidence interval of each $\hat{p_{i}}$ is,

$$\hat{p_{i}}\pm z_{\alpha /2}\sqrt{\hat{p_{i}}\left(1-\hat{p_{i}}\right)/n_{i}}$$

To incorporate the mapping biases toward the BL6 genome over the pseudo-*spretus* genome into the above model, we define the mapping bias ratio *r*_*m*_ for each RNA-seq experiment to be

$$r_{m}=N_{A0}/N_{A1}$$

where *N*_*A0*_ and *N*_*A1*_ are the number of allele-specific autosomal reads in the "inactive X containing" genome and the "active X containing" genome, respectively. 

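Solved from the escape probabilities of S2–S4 Tables, the mapping-bias ratio was 0.9615 for brain replicate 1, 0.9615 for brain replicate 2, 0.9709 for spleen replicate 1, 0.9615 for spleen replicate 2 and 0.9901 for ovary. Computed directly from the autosomal SNP reads of the deposited tables, the ratio of spretus to BL6 reads was 0.9599, 0.9625, 0.9601, 0.9551 and 0.9911 in the same order. In brain replicate 1 it rested on 6156284 spretus and 6413380 BL6 reads. Replacing the solved ratios by these, an alternative chosen after seeing the files, left the number of escape genes at 15 in brain, 17 in spleen and 33 in ovary. Leaving out the correction altogether gave the same 3 numbers.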

Considering the mapping biases the corrected estimate of *p*_*i*_ is:

$$\bar{p_{i}}=n_{i0}/\left(n_{i0}+r_{m}n_{i1}\right)=\hat{p_{i}}/\left(\hat{p_{i}}+r_{m}\left(1-\hat{p_{i}}\right)\right)$$

The upper and lower confidence limits are corrected accordingly.

For each RNA-seq experiment, we called a gene "*escape*" if (1) the 99% lower confidence limit (*α* = 0.01) of the escape probability was greater than zero, indicating significant contribution from the Xi, (2) the diploid gene expression measured by RPKM was ≥1, indicating that the gene was expressed, and (3) the Xi-SRPM was ≥2, representing sufficient reads from the Xi. 

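Under these 3 criteria, 20 X-linked genes were called escape genes in brain replicate 1, 23 in brain replicate 2, 23 in spleen replicate 1, 20 in spleen replicate 2 and 33 in ovary. X-linked genes with an RPKM of at least 1 that were called in no sample also carried Xi reads. Pooled over these genes, the Xi share was 0.325% in brain replicate 1 (95% Wilson interval 0.305% to 0.347%; 413 genes) and 0.350% in brain replicate 2 (0.316% to 0.388%; 405 genes). It was 0.360% in spleen replicate 1 (0.330% to 0.392%; 344 genes), 0.237% in spleen replicate 2 (0.198% to 0.283%; 323 genes) and 0.580% in ovary (0.544% to 0.619%; 418 genes). The interval of the ovary lay above those of the other 4 samples. These intervals cover counting error only. Those of the spleen replicates did not overlap either, so a gap between intervals does not show a difference beyond the spread between samples. When the lower confidence limit was required to lie above this pooled share rather than above 0, the number of escape genes was 12 in brain, 15 in spleen and 25 in ovary, against 15, 17 and 33 with the criteria as stated. The Xi-SRPM cutoff moved the ovary most: 66 genes passed at a cutoff of 1 and 16 at a cutoff of 4.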

Note that we only considered exonic reads, except for the lncRNA *Firre* (see below). Biological replicates of RNA-seq experiments were analyzed separately. 

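Passing the criteria in both replicates were 15 genes in brain and 17 in spleen. In brain 5 further genes passed in replicate 1 only and 8 in replicate 2 only, and in spleen 6 passed in replicate 1 only and 3 in replicate 2 only. Among the 7 genes other than Xist that passed in both replicates of both tissues, Fisher's exact test between the replicates of a tissue found a different Xi share in 2 of 14 tests, for Ftx and Kdm5c in spleen. For Ftx the Xi share was 2.76% (95% Wilson interval 1.89% to 4.02%) in spleen replicate 1 and 8.24% (5.34% to 12.5%) in spleen replicate 2 (adjusted p = 0.00335, Fisher's exact test). For Kdm5c it was 32.1% (29.4% to 34.9%) and 24.3% (21.2% to 27.8%), with the same adjusted p. Calling escape from replicate 2 alone gave 23 genes in brain, the largest change on leaving out a replicate.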

Examples of mRNA SNP-read coverage on the Xa and Xi visualized in the UCSC browser are shown for a number of genes we determined to either escape or be subject to XCI (Figs. 1–3, S1, S2 and S4). There was a good concordance between reads at different SNPs within a given gene. 

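The deposited tables hold 1 count per gene and allele, so reads at separate SNPs were not compared here. S2–S4 Tables, which are the paper's, list for each escape gene how many of its SNPs were covered, and these were set beside the SNP reads of the tables. Of the 95 entries of a gene in a sample, 89 had at least 2 SNPs covered by Xi reads. Among the other 6, with 8 to 67 spretus reads each, were Ftx in brain replicate 2 and spleen replicate 2, Tmsb4x in both spleen replicates and ENSMUSG00000081793 in spleen replicate 2. The median entry had 14 SNPs covered by Xi reads and 24 covered by Xa reads.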

Levels of escape from XCI determined by RNA-seq analysis correlated with measurements done by RT-PCR using species-specific primers, although the percent of expression from the Xi measured by RT-PCR was usually higher than that determined by RNA-seq. 

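Cfp lies on chromosome X of mm9 from 20502661 to 20508650. In spleen Cfp had 125 Xi and 1930 Xa SNP reads in replicate 1, an Xi share of 6.25% (95% Wilson interval 5.27% to 7.40%), and 34 Xi and 662 Xa reads in replicate 2, a share of 5.07% (3.65% to 7.00%). The mean was 5.66% ± 0.837 (SD, n = 2). The pooled Xi share of genes with no escape call was 0.360% and 0.237% in the same samples. The share of Cfp moved most when a replicate was left out, to 5.07% without replicate 1 and 6.25% without replicate 2; these settings were added after the files were seen.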

For example, *Cfp* and *Plp1* had 5% and 0.3% SNP reads on the Xi by RNA-seq and 15% and 1.5% Xi (versus Xa) expression measured by RT-PCR with species-specific primers, respectively (Figs. 1C and 1D, S1C and S1D).

**Fig 1:**
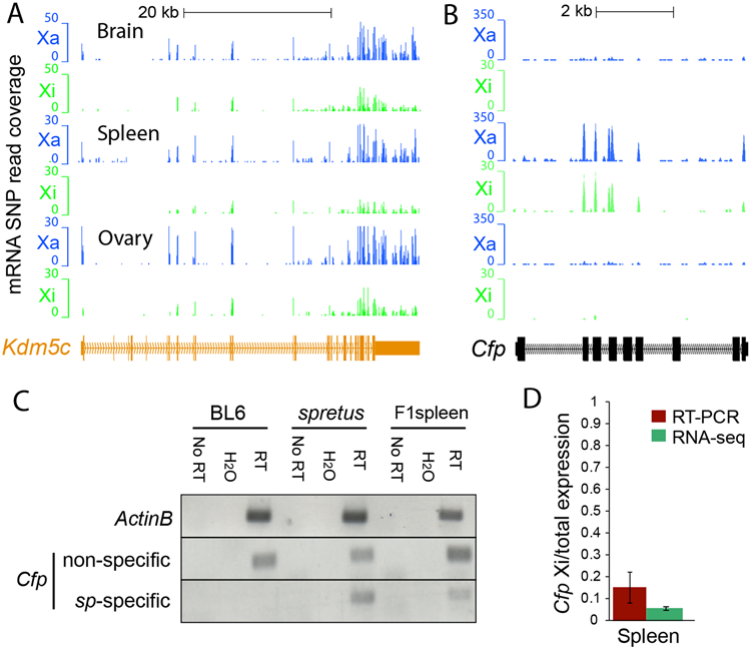
Evaluation of escape from XCI in mouse tissues. (A) Example of mRNA SNP read distribution profiles on the Xi and Xa for *Kdm5c*, an escape gene common to all mouse tissues tested (brain, spleen and ovary). SNP reads specific to the Xa (blue) and Xi (green) are visualized in the UCSC genome browser. RNA-seq read quantification was done by normalizing reads from the Xi to total reads (Xi + Xa) in two biological replicates. (B) Example of mRNA SNP read distribution profiles on the Xi and Xa for *Cfp*, a gene that escapes XCI only in spleen. SNP reads specific to the Xa (blue) and Xi (green) are visualized in the UCSC genome browser. (C, D) Validation of escape from XCI for *Cfp*. (C) Gel electrophoresis of RT-PCR products using non-species-specific primers and *spretus*-specific primers (sp) (S10 Table) in BL6, *spretus*, and F1 brain in which the Xi is from *spretus*. *ActinB* was used as a control. Control reactions include "No RT" (no reverse transcriptase) and H_2_O (instead of primers). (D) Graph comparing RT-PCR *Cfp* gel band quantification measured by ImageJ with SNP read quantification measured by RNA-seq. Xi product abundance measured by RT-PCR using *spretus*-specific primers in F1 spleen was normalized to total RT-PCR product abundance measured by non-species specific primers.

**Fig 2:**
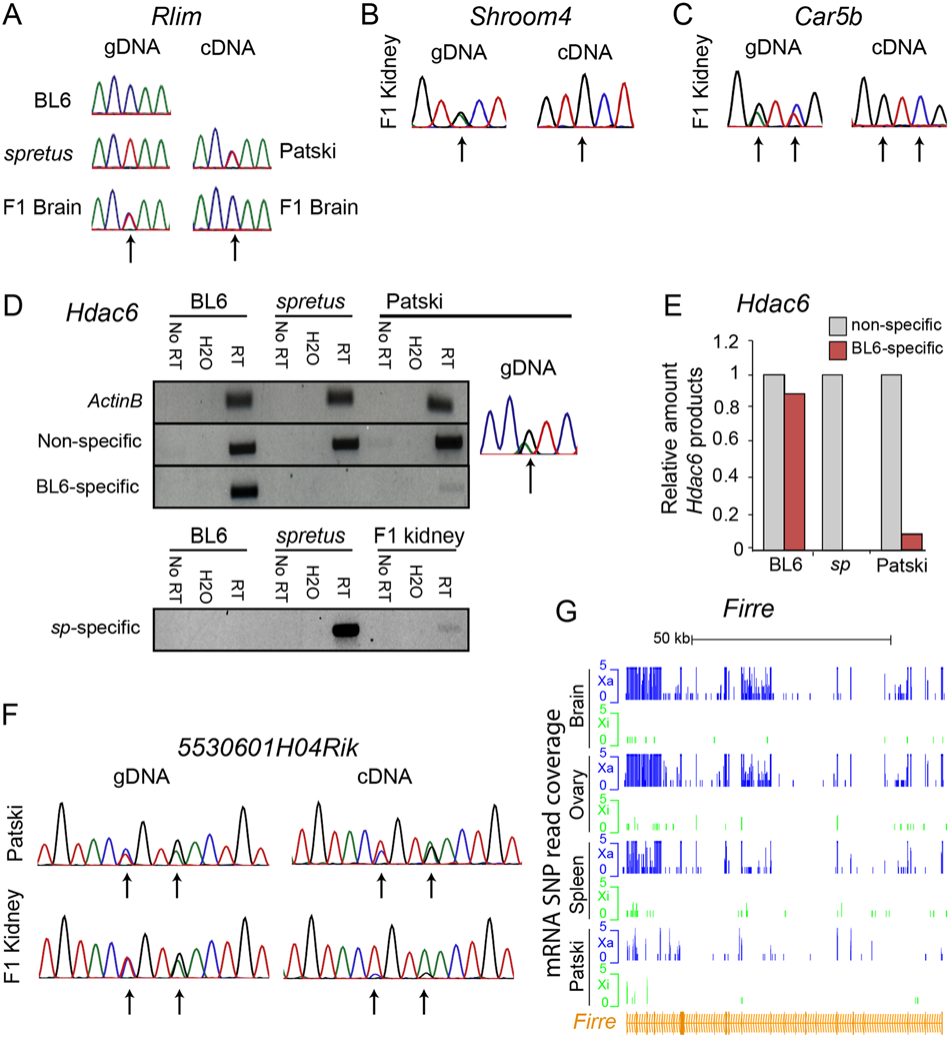
Validation of *Rlim*, *Shroom4*, *Car5b*, *Hdac6*, *5530601H04Rik* expression profiles and *Firre* mRNA profiles. (A) Sanger sequencing tracings of *Rlim* cDNA confirm bi-allelic expression in Patski cells but not brain, while gDNA sequence tracings show SNP heterozygosity (C in BL6 and T in *spretus*). Arrows indicate SNP positions. (B, C) Sanger sequencing tracings of *Shroom4* (B) and *Carb5* (C) cDNA confirm that these genes are subject to XCI in F1 kidney while they were shown to escape XCI in Patski cells [18]. gDNA sequence tracings show SNP heterozygosity (*Shroom4*—G in BL6 and A in *spretus*; *Car5b*—G and C in BL6; A and T in *spretus*). Arrows indicate SNP positions. (D, E) Validation of escape from XCI for *Hdac6*. (D) Gel electrophoresis of RT-PCR products using non-species-specific primers, *spretus*-specific primers, and BL6-specific primers (S10 Table) in BL6, *spretus*, Patski cells and F1 kidney. *ActinB* was used as a control. Control reactions include "No RT" (no reverse transcriptase) and H_2_O (instead of primers). Sanger sequencing tracing confirms heterozygosity (A in BL6 and G in *spretus*) in the left primer (S10 Table). (E) Xi expression of *Hdac6* was determined to be 9% of total expression in Patski cells by gel band quantification measured by ImageJ. (F) Sanger sequencing tracings of *5530601H04Rik* cDNA confirms that the lncRNA escapes XCI in kidney and Patski cells, while gDNA sequence tracings show heterozygosity (T and A in BL6; A and G in *spretus*). Arrows indicate SNP positions. (G) mRNA SNP read distribution profiles on the Xi and Xa for *Firre*, a lncRNA that escapes XCI in mouse tissues and Patski cells. Note that *Firre* is classified as a variable escape gene in brain (S1 Dataset). Xa SNP reads are in blue and Xi SNP reads in green.

**Fig 3:**
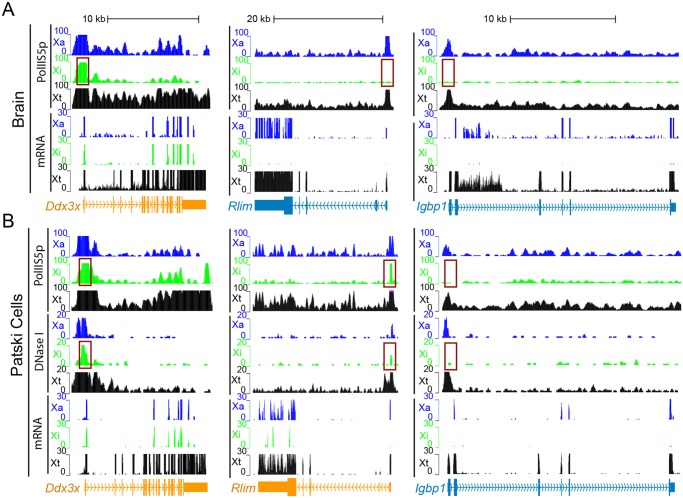
Enrichment in PolII-S5p and DNase I hypersensitivity on the Xi allele at escape genes. (A, B) Examples of allele-specific PolII-S5p occupancy profiles and expression (mRNA) profiles at *Ddx3x*, *Rlim* and *Igbp1* in two systems: brain (A) and Patski cells (B). *Ddx3x* escapes XCI in both systems, *Rlim* escapes XCI in Patski cells only, and *Igbp1* is subject to XCI in both systems. PolII-S5p is enriched at the promoter regions (highlighted by a red box) of escape genes on both the Xa and the Xi, whereas enrichment is limited to the Xa for genes subject to XCI. DNase I hypersensitivity tested in Patski cells only is also increased at the promoter regions (highlighted by a red box) of escape genes on both the Xa and Xi, but is limited to the Xa for genes subject to XCI. Genes that escape XCI are labeled orange and genes subject to XCI blue. Color-coded profiles are shown for the Xa (blue) and Xi (green) SNP reads, and for the total reads (Xt, black). See additional examples in S2 Fig.

### Classification of mouse escape genes

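In F1 brain 15 X-linked genes met the criteria in both replicates, which is 3.45% of the 435 genes with an RPKM of at least 1 in both replicates and at least 1 SNP read. In F1 spleen 17 genes met them, or 4.83% of 352 assessable genes. Both numbers include Gm6787, a processed transcript that is not in Table 1 or S2–S4 Tables; without it 14 genes remain in brain and 16 in spleen. Requiring 10 SNP reads in every sample of a tissue left 419 assessable genes in brain and 320 in spleen, and shares of 3.58% and 5.31%. The number of escape genes changed most in brain when replicate 1 was left out, to 23, and in spleen when replicate 2 was left out, also to 23.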

We determined that 3–5% of X-linked Refseq genes satisfy our criteria (see above) as escape genes in both biological replicates of F1 brain and spleen, respectively (S1–S3 Table). 

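Genes that met the criteria in exactly 1 replicate numbered 13 in brain (2.99% of 435 assessable genes) and 9 in spleen (2.56% of 352). In brain these were ENSMUSG00000044148, Dynlt3, Gpr34, Huwe1, Ids, Pbdc1, Pja1, Pls3, Tmsb4x, Uba1, Usp11, Usp9x and Utp14a. In spleen they were ENSMUSG00000044148, Alas2, Arhgap4, Idh3g, Mmgt1, Msn, Rp2h, Sash3 and Smc1a. Except for ENSMUSG00000044148 in brain, the 95% Wilson intervals of the Xi share overlapped between the replicates. Dynlt3, for example, had an Xi share of 0.372% (interval 0.256% to 0.541%) in brain replicate 1 and 0.350% (0.161% to 0.762%) in brain replicate 2, with an Xi-SRPM of 2.59 and 1.65. For Alas2 the RPKM itself differed between the spleen replicates, 5.54 and 1249. The Xi-SRPM cutoff set these numbers more than any other choice: at a cutoff of 1 there were 30 such genes in brain and 29 in spleen, and at a cutoff of 4 there were 2 and 5.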

In addition, 3% of X-linked genes variably escaped XCI, i.e., escaped in only one biological replicate. In F1 ovary 7% of X-linked genes escaped XCI (S1 and S4 Table), possibly due to the analysis of a single replicate for this tissue (representing two pooled ovaries). 

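In F1 ovary 33 genes met the criteria, 7.19% of the 459 genes with an RPKM of at least 1 and at least 1 SNP read (no replicates), or 32 without Gm6787. Taken singly, the brain and spleen samples gave 20, 23, 23 and 20 genes. The number in ovary depended most on the Xi-SRPM cutoff, with 66 genes at a cutoff of 1 and 16 at a cutoff of 4, and it was 25 when the lower limit had to lie above the pooled Xi share of uncalled genes. The paper names the use of a single replicate as a possible reason for the larger share in ovary. It later names reactivation of the Xi in oocytes as another.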

Escape genes were distributed all along the mouse X chromosome and rarely clustered, and distance from the XIC (X inactivation center) did not appear to influence levels of expression from the Xi. 

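The escape genes lay between 0.121 Mb (Ftx) and 93.4 Mb (Syp) from Xist in brain, 93.0 Mb (Gm6787) in spleen and 95 Mb (AU022751) in ovary, with Xist itself from 100655712 to 100678572 on chromosome X of mm9. Across genes, Spearman's rho between the distance from Xist and the Xi share was 0.055 over 14 genes in brain (permutation p = 0.854), −0.041 over 16 genes in spleen (permutation p = 0.883) and 0.079 over 32 genes in ovary (permutation p = 0.667). Pearson's r was 0.211 (permutation p = 0.483), 0.012 (0.966) and 0.180 (0.330). Genes are not independent replicates, and 1 relation was computed per tissue; after Benjamini-Hochberg adjustment over these 3 relations the p of rho was 0.883 in each. Without the 2 genes farthest from the median distance, rho was 0.042 in brain, −0.143 in spleen and −0.095 in ovary. The largest change came from leaving out Gm6787, a setting chosen after its values were seen, with rho = −0.264 in spleen. Pairs of escape genes next to each other in the order of assessable genes numbered 2 in brain (0.481 expected from random placement, permutation p = 0.0778), 2 in spleen (0.774 expected, p = 0.178) and 5 in ovary (2.30 expected, p = 0.0686), with Benjamini-Hochberg adjusted values of 0.117, 0.178 and 0.117. Among the pairs were Xist with Ftx in all 3 tissues, ENSMUSG00000087174 with Pbdc1 in spleen and ovary, and Usp9x with Ddx3x in ovary. Counting pairs within 500 kb gave 4 in brain, 2 in spleen and 13 in ovary, against 1.80, 2.99 and 9.55 expected (permutation p = 0.121, 0.762 and 0.197). The paper describes escape genes as spread along the chromosome and rarely clustered. It states that distance from the XIC appeared to have no influence on their expression from the Xi.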

We classified escape genes into two groups based on their XCI status, excluding genes with a different status in biological replicates: group 1 includes 12 genes that escape XCI in at least two of the three tissues analyzed and group 2, 26 genes that escape XCI in a tissue-specific manner (Table 1). 

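Applied to the deposited SNP reads and RPKM, the rule gave 12 genes that passed in at least 2 of the 3 tissues, of which 11 are group 1 genes of Table 1. The group 1 gene that did not pass is Firre, whose exonic Xi reads stayed under the cutoff, and the additional gene is Gm6787. Genes that passed in a single tissue and in no replicate of the others numbered 26, the same genes as group 2 of Table 1: 6 in brain, 5 in spleen and 15 in ovary. A further 7 genes passed in a single tissue and in 1 replicate of another: ENSMUSG00000044148, Huwe1, Idh3g, Mmgt1, Tmsb4x, Uba1 and Usp9x. In total 45 genes passed in at least 1 tissue, and 8 of them in all 3 tissues (ENSMUSG00000087174, Ddx3x, Eif2s3x, Ftx, Gm6787, Kdm5c, Kdm6a and Xist). Among the 7 of these other than Xist, no gene had an Xi share that differed between brain and spleen in both replicates (Fisher's exact test within each replicate, 14 tests, Benjamini-Hochberg adjustment). The replicates of a tissue differed in 2 of the same genes. Pooling the reads of the replicates moved this result most, to 3 genes with a different share.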

When considering potential sex bias in gene expression we found that based on published data [30], a majority (27 of 38 or 71%) of group1 and 2 escape genes showed a female bias and thus may play roles in sex differences (S5 Table).

**Table 1:** Escape genes grouped as common or variable between mouse tissues.

	Gene	Brain SRPM (Xi/Xa)	Brain RPKM	Spleen SRPM (Xi/Xa)	Spleen RPKM	Ovary SRPM (Xi/Xa)	Ovary RPKM	Escape in Human
**Group 1**	*Ddx3x*	56/178	85	76/215	120	66/216	120	9/9
	*Kdm6a*	6/18	10	25/39	28	13/28	17	9/9
	*Eif2s3x*	130/356	65	267/588	109	133/379	77	9/9
	*Xist*	1755/4	50	2832/7	89	1849/7	60	9/9
	*5530601H04Rik*	8/28	3	7/37	5	10/24	3	-
	*Pbdc1*	2/20	6	7/30	17	10/26	11	0/9
	*Kdm5c*	19/64	10	43/120	23	32/91	18	9/9
	*Cybb*	0/3	0	14/607	55	2/31	3	-
	*Utp14a*	2/31	9	5/119	35	4/47	15	3/9
	*Ftx*	9/115	12	4/87	10	4/34	4	-
	*Firre*	2/208	11*	6/74	4*	5/495	29*	-
	*Slc16a2*	2/39	7	2/11	2	3/38	8	0/5
**Group 2**	*Plp1*	13/4561	901	0/7	2	0/25	6	1/9
	*Gpm6b*	35/2557	334	0/81	12	0/101	16	9/9
	*Syp*	10/1662	358	0/7	2	0/8	2	2/9
	*Gdi1*	4/439	144	1/141	53	1/135	47	-
	*Gprasp1*	3/1775	136	0/86	8	2/363	32	-
	*Tmem47*	5/320	45	0/18	3	1/121	20	0/9
	*Cfp*	0/12	6	12/210	131	1/18	11	0/9
	*Bgn*	1/14	5	5/332	91	1/218	69	0/6
	*Vsig4*	0/0	0	2/3	2	0/1	0	-
	*5730416F02Rik*	0/0	0	6/3	6	2/1	3	-
	*5430427O19Rik*	0/1	0	4/79	9	1/5	0	-
	*Lamp2*	0/168	43	0/318	79	3/709	183	0/9
	*AU015836*	0/0	0	0/0	0	4/6	3	-
	*Kif4*	0/3	0	0/182	21	2/34	5	0/4
	*Rlim*	1/187	13	1/282	23	2/209	19	0/9
	*Sh3bgrl*	0/290	46	1/402	71	3/847	148	8/9
	*Fam199x*	0/65	4	0/35	2	2/57	4	0/9
	*Tmem164*	0/87	7	2/154	14	3/229	21	-
	*Alg13*	0/15	4	0/17	5	2/29	8	5/9
	*Tmem29*	1/24	16	1/16	13	2/18	17	0/5
	*Pdha1*	2/575	106	1/264	57	2/725	157	0/6
	*AU022751*	0/0	0	0/0	0	11/11	6	-
	*Rnf128*	0/33	8	0/3	1	9/262	79	-
	*Car5b*	0/9	1	0/6	1	10/281	42	9/9
	*Bmp15*	0/0	0	0/0	0	25/24	8	-
	*Flna*	0/76	10	1/616	82	5/859	120	0/9

Gene names are listed to reflect their classification into group 1 (common in at least two tissues) or group 2 (escape in only one tissue). Tissue-specific escape genes escape XCI in 1 of 3 tissues but not in any replicate of other tissues. For brain and spleen average SRPM-Xi/Xa values between replicates are shown. Ovary SRPM-Xi/Xa values represent one sample. Gene expression is shown as RPKM. Whether human homologs to the mouse genes escape XCI is shown in the last column, which indicates the proportion of mouse x human hybrid cell lines that had expression of the gene from the human Xi [6]. A dash indicates the gene was not assayed for escape in human in that study. *Firre* RPKM (*) was based on reads from exons and introns (see also S2–4 Table and Methods).

Of the 12 common escape genes classified as belonging to group 1, only the lncRNA *5530601H04Rik* was not included in our original survey in Patski cells [18], although our current re-analysis now includes it (see below). 

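Mid1 lies on chromosome X of mm9 from 166123179 to 166365601. It had 7 and 6 BL6 SNP reads in brain replicates 1 and 2, 3 and 7 in spleen replicates 1 and 2, and no spretus read in any of these samples. The smallest Xi share these depths can show is 42.9% in brain replicate 1 and 50.0% in brain replicate 2, so a lower share was not detectable in brain or spleen. In ovary 24 BL6 reads and 1 spretus read gave an Xi share of 4.04% (95% Wilson interval 0.717% to 19.7%, no replicates) and an Xi-SRPM of 0.128. Its RPKM was 1.05 ± 0.563 in brain, 0.882 ± 0.485 in spleen (SD, n = 2 each) and 3.29 in ovary. Even at an Xi-SRPM cutoff of 1, at which 66 genes passed in ovary, Mid1 was not among them.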

*Mid1*, a gene that straddles the boundary of the pseudoautosomal region (PAR) in *M*. *musculus* and escapes XCI in Patski cells [18] was not classified as an escape gene in our current analysis of mouse tissues with a *spretus* Xi, indicating that *Mid1* is subject to XCI in *M*. *spretus* where it is located outside the PAR [31]. This was confirmed in F1 brain by Sanger sequencing of RT-PCR products (S1E Fig).

Within group 2 a total of 6, 5, and 15 genes escaped XCI selectively in F1 brain, spleen, and ovary, respectively. 

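The same 6, 5 and 15 genes passed the rule here. In brain their Xi shares ran from 0.202% ± 0.0911 (SD, n = 2) for Gprasp1 to 1.73% ± 0.525 (SD, n = 2) for Tmem47. In spleen they were ENSMUSG00000025058, ENSMUSG00000081793, Bgn, Cfp and Vsig4, from 1.58% ± 0.000608 (SD, n = 2) for Bgn to 60.35% ± 16.3 (SD, n = 2) for ENSMUSG00000081793. In ovary they were Alg13, AU015836, AU022751, Bmp15, Car5b, Fam199x, Flna, Kif4, Lamp2, Pdha1, Rlim, Rnf128, Sh3bgrl, Tmem164 and Tmem29, from 0.281% (95% Wilson interval 0.173% to 0.457%) for Pdha1 to 51.4% (46.4% to 56.4%) for Bmp15 (no replicates). With the lower limit required to lie above the pooled Xi share of uncalled genes, 16 of the 26 genes were still called in their tissue: 3 in brain, 4 in spleen and 9 in ovary.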

The findings of escape in a single tissue often reflected the unique expression pattern of these genes. 

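Mean RPKM was highest in the tissue of escape for 24 of the 26 group 2 genes: all 6 brain genes, all 5 spleen genes and 13 of the 15 ovary genes. The exceptions were Kif4 and Rlim, ovary escape genes with a higher RPKM in spleen. Permuting the tissue labels among the 26 genes gave 10.2 on average, and p = 1e-05 is the smallest value the 100000 permutations can give. The escape call itself needs an RPKM of at least 1 and an Xi-SRPM of at least 2, which favour the tissue of highest expression. The permutation does not allow for this, and neither does the limma comparison below. Neither can tell how much of the match comes from these minimums. Among the 512 X-linked genes with no escape call in any sample, the highest RPKM was in brain for 39.8%, in spleen for 27.0% and in ovary for 33.2%. Under quantile normalization between samples the count was 22 of 26, and leaving out a replicate gave 23 to 25. By limma on log2(RPKM + 1) over 16419 genes, 18 of the 26 genes were higher in the tissue of escape than in the mean of the other two at a Benjamini-Hochberg adjusted p under 0.05: the 6 brain genes, the 5 spleen genes and 7 ovary genes. The ovary genes were Lamp2, AU015836, AU022751, Rnf128, Car5b, Bmp15 and Flna, with log2 fold changes from 1.63 (Lamp2, standard error 0.290, limma adjusted p = 0.0332) to 4.45 (Car5b, standard error 0.362, limma adjusted p = 0.00597). The 8 others rose by between 0.158 (Rlim) and 1.40 (Sh3bgrl) on the log2 scale without passing. Leaving out either brain replicate, which leaves a single brain sample, lowered the count to 7, and requiring an RPKM of at least 1 in every sample lowered it to 10. For context, 302 of the 573 X-linked genes tested differed between brain and spleen, 204 higher in brain and 98 higher in spleen. Among the largest differences that held in every pair of samples were Syp, Bex2, Pcsk1n and Nap1l2 in brain (log2 fold change of 7.12, 7.12, 6.59 and 6.12) and Il2rg, Snora69, Mir363, Sash3 and Cybb in spleen (−6.45, −6.25, −6.18, −5.56 and −5.55). The brain and spleen samples share replicate numbers, and the paper states that the brains and spleens came from the same females, so limma was also run on these 4 samples with the replicate number as a block. With the replicate block 312 X-linked genes differed (200 higher in brain, 112 in spleen), and without it, on the same samples, 314 (203 and 111); the 11 brain and spleen genes of group 2 were higher in their tissue than in the other in both fits. Deviations from the tissue mean correlated with r = 0.136 between samples with the same number and r = −0.136 between samples with different numbers; with 2 samples per tissue these values are mirror images of each other, and the pairing is taken from the labels and the paper. From such patterns the paper concludes that escape in a single tissue often goes with the expression pattern of the gene.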

Functional analysis showed that group 1 common escape genes often have functions relevant to many tissues, whereas group 2 genes have tissue-specific functions (S5 Table). In fact, all 6 genes that escape XCI in brain have brain-related functions, for example, *Gpm6b* and *Plp1* play a role in myelination [32]. 

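Gpm6b (chromosome X of mm9, 162676875 to 162826965) had an RPKM of 334 ± 31.7 in brain and 12.4 ± 6.80 in spleen (SD, n = 2 each) and 16.0 in ovary. Between brain and spleen this is a log2 fold change of 4.74 (standard error 0.448, limma adjusted p = 0.00425). The Xi share of SNP reads of Gpm6b in brain was 1.38% ± 0.143 (SD, n = 2). In spleen Gpm6b had 2 Xi reads of 916 in replicate 1 and none of 197 in replicate 2, and in ovary none of 768, where the smallest share the depth can show is 0.391%. Tmem47 (78315983 to 78343214) had an RPKM of 44.6 ± 10.7 in brain (SD, n = 2) and an Xi share of 1.73% ± 0.525 (SD, n = 2). Gpm6b and Tmem47 were still among the brain escape genes with the lower limit above the pooled Xi share of uncalled genes (12 genes), at an Xi-SRPM cutoff of 4 (11 genes) and when replicate 1 was left out, the setting that moved the brain count most (23 genes). The paper links escape of these genes in brain to their known functions there.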

RT-PCR validation using species-specific primers confirmed *Plp1* expression from the Xi in brain (S1C and S1D Fig). 

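Syp (chromosome X of mm9, 7215706 to 7230382) had an RPKM of 358 ± 110 in brain, 1.52 ± 0.0519 in spleen (SD, n = 2 each) and 1.59 in ovary, and an Xi share of 0.552% ± 0.312 in brain (SD, n = 2). No Xi read was seen for Syp among 65 and 20 SNP reads in the spleen replicates or 65 in ovary, depths that can show no share below 4.62%. Gprasp1 (132277231 to 132338007) had an RPKM of 136 ± 51.0 in brain, 7.93 ± 2.60 in spleen (SD, n = 2 each) and 32.4 in ovary. Its Xi share was 0.202% ± 0.0911 in brain and 0.356% ± 0.200 in spleen (SD, n = 2 each) and 0.519% in ovary (0.313% to 0.859%). Raising the Xi-SRPM cutoff to 4 left 11 escape genes in brain, and Gprasp1 and Syp were not among them.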

In addition, *Gdi1* and *Syp* have been implicated in X-linked intellectual disability in humans [33,34], and *Gprasp1* mutations are associated with striatum-dependent behavior inhibition [35]. In spleen a total of 17 escape genes were identified, including 5 spleen-specific escape genes, three of which, *Cfp*, *Vsig4*, and *Bgn*, implicated in immune functions [36–39] (Tables 1, S3 and S5). 

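The same 17 genes except 1 passed the rule in both spleen replicates here: Gm6787 takes the place of Firre, which the paper added on the basis of intronic SNPs. Bgn (chromosome X of mm9, 70728974 to 70741275) had an RPKM of 91.0 ± 26.3 in spleen and 4.83 ± 3.12 in brain (SD, n = 2 each) and 69.5 in ovary. Its Xi share was 1.58% ± 0.000608 in spleen (SD, n = 2; 45 Xi of 2935 reads in replicate 1 and 17 of 1120 in replicate 2), 3.14% ± 1.44 in brain (SD, n = 2; 2 and 3 Xi reads) and 0.530% in ovary (95% Wilson interval 0.279% to 1.00%, no replicates). Vsig4 (93442542 to 93488777) and Cfp (20502661 to 20508650) had Xi shares of 45.2% ± 8.13 and 5.66% ± 0.837 in spleen (SD, n = 2 each). The other 2 spleen-specific genes, ENSMUSG00000081793 and ENSMUSG00000025058, had 60.35% ± 16.3 and 5.10% ± 1.13 (SD, n = 2 each). Between brain and spleen the log2 fold change was −4.32 for Cfp (standard error 0.352, limma adjusted p = 0.00310), −4.06 for Bgn (standard error 0.505, limma adjusted p = 0.00748) and −1.58 for Vsig4 (standard error 0.117, limma adjusted p = 0.00268). At an Xi-SRPM cutoff of 4, the setting that removed most spleen genes, 12 remained, Cfp and Bgn among them and Vsig4 not.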

*Cfp* escaped from XCI in spleen but not in brain or ovary, as validated by RT-PCR using species-specific primers (Table 1 and Fig. 1B–1D). 

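In spleen Cfp had an RPKM of 131 ± 19.1 (SD, n = 2), an Xi-SRPM of 14.1 and 10.4 in replicates 1 and 2, and an Xi share of 5.66% ± 0.837 (SD, n = 2). In brain its RPKM was 5.79 ± 2.42 (SD, n = 2), and none of 154 SNP reads in replicate 1 and none of 31 in replicate 2 came from the Xi; the smallest shares these depths can show are 1.95% and 9.68%, so a share as high as that in spleen would have been within reach of replicate 1 only. In ovary its RPKM was 11.0, and 4 of 146 SNP reads came from the Xi, a share of 2.77% (95% Wilson interval 1.08% to 6.90%, no replicates) with an Xi-SRPM of 0.511. This interval overlaps those of the spleen replicates, 5.27% to 7.40% and 3.65% to 7.00%. The spleen share lay between 5.07% and 6.25% when a replicate was left out, a setting added after the files were seen. The paper takes the RNA-seq values together with RT-PCR as evidence that Cfp escapes XCI in spleen only.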

*Vsig4* expression from the Xi in spleen was verified by Sanger sequencing of RT-PCR products, but in liver where *Vsig4* is also highly expressed this gene was subject to XCI, suggesting that escape in spleen was independent of tissue-specific expression (S1F and S1G Fig). 

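In spleen Vsig4 had 19 Xi and 30 Xa SNP reads in replicate 1, an Xi share of 39.5% (95% Wilson interval 27.0% to 53.5%), and 8 Xi and 8 Xa reads in replicate 2, a share of 51.0% (28.8% to 72.8%). The mean was 45.2% ± 8.13 (SD, n = 2), with an RPKM of 2.04 ± 0.252 (SD, n = 2) and an Xi-SRPM of 2.14 and 2.46. Its RPKM was 0.0194 ± 0.0275 in brain (SD, n = 2), where it had no SNP read, and 0.420 in ovary (2 Xi of 8 reads, no replicates), below the expression cutoff in both. With a replicate left out, a setting added after the files were seen, the spleen share was between 39.5% and 51.0%; with an RPKM cutoff of 2 in place of 1, Vsig4 was the spleen gene that was lost, leaving 16. Liver is not in the files analysed here. From the comparison with liver the paper reasons that escape in spleen does not follow from tissue-specific expression.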

In ovary a total of 33 escape genes were identified, including 15 ovary-specific escape genes (Tables 1 and S4). 

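The 33 genes that passed the rule here include the 15 ovary-specific genes and Gm6787. Of the 15 genes, Bmp15, AU022751 and AU015836 had Xi shares of 51.4%, 49.7% and 42.0% (95% Wilson intervals 46.4% to 56.4%, 42.2% to 57.1% and 31.7% to 53.0%, no replicates). The next were Tmem29 with 10.48% (6.56% to 16.3%), Alg13 with 7.89% (5.11% to 12.0%) and Kif4 with 6.80% (4.40% to 10.4%). Fam199x, Car5b and Rnf128 had 3.73% (2.34% to 5.89%), 3.50% (2.82% to 4.34%) and 3.20% (2.53% to 4.04%), and Tmem164 and Rlim 1.17% (0.766% to 1.78%) and 1.10% (0.696% to 1.73%). Flna, Lamp2, Sh3bgrl and Pdha1 had 0.553% (0.402% to 0.762%), 0.399% (0.264% to 0.603%), 0.319% (0.209% to 0.487%) and 0.281% (0.173% to 0.457%), against a pooled Xi share of 0.580% over uncalled genes in the same sample. Tmem29 had an Xi share in the spleen replicates of 10.3% and 4.94%, with an Xi-SRPM of 1.58 and 0.922, under the cutoff. The Xi-SRPM cutoff was the choice that moved the total most, to 66 at a cutoff of 1 and 16 at a cutoff of 4.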

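Each of these 6 genes passed the rule in the ovary sample and in 1 replicate of at least 1 other tissue. Idh3g (chromosome X of mm9, 71024302 to 71032236) had an Xi share of 2.52% in ovary (95% Wilson interval 1.71% to 3.69%, no replicates) and 2.28% and 1.74% in spleen replicates 1 and 2, with an Xi-SRPM of 3.20, 2.48 and 1.84. Mmgt1 (53838689 to 53851096) had 2.33% in ovary (1.65% to 3.29%) and passed in spleen replicate 2, where its share was 2.27% (1.10% to 4.602%). Usp9x (12648624 to 12750453), Uba1 (20235547 to 20260305) and Huwe1 (148237825 to 148369961) passed in brain replicate 2, with shares of 1.01%, 0.697% and 0.622%, and had 2.03% (1.34% to 3.06%), 0.792% (0.519% to 1.21%) and 1.08% (0.712% to 1.62%) in ovary. ENSMUSG00000044148 (12232010 to 12250672) passed in brain replicate 2 with 3.37% (1.79% to 6.29%), in spleen replicate 1 with 2.01% (1.40% to 2.87%) and in ovary with 1.93% (1.25% to 2.96%). A similar case was Tmsb4x, which passed in both spleen replicates and in brain replicate 1. At an Xi-SRPM cutoff of 4 none of the 6 genes was among the 16 that passed in ovary.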

Note that six additional genes were not included in Table 1 since they escaped in only one biological replicate of ovary (*Idh3g*, *Mmgt1*, *Usp9x*, *Uba1*, *Huwe1*, *1810030O07Rik*). Among the ovary-specific escape genes, *AU022751* and *Bmp15* had nearly equal expression from the Xa and Xi, as confirmed by Sanger sequencing of RT-PCR products (Table 1, S1H and S1I Fig). 

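AU022751 (chromosome X of mm9, 5658336 to 5660538) had 84 Xi and 86 Xa SNP reads in ovary, an Xi share of 49.7% (95% Wilson interval 42.2% to 57.1%, no replicates), and Bmp15 (5891224 to 5897841) had 195 Xi and 186 Xa reads, a share of 51.4% (46.4% to 56.4%). Relative to the Xa this is an expression of 98.7% for AU022751 and 106% for Bmp15. Both intervals include equal expression from the alleles. RPKM was 5.504 for AU022751 and 7.92 for Bmp15 in ovary, at most 0.0196 and 0.179 in any brain or spleen sample. Against the mean of brain and spleen the log2 fold change was 2.69 for AU022751 (standard error 0.0929, limma adjusted p = 0.00172) and 3.06 for Bmp15 (standard error 0.117, limma adjusted p = 0.00173); the ovary side of these differences has no replicate check. With a pseudocount of 0.1 in place of 1 the 2 values were 5.68 and 5.68, the largest change under any setting.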

Since both *AU022751* and *Bmp15* are mostly expressed in oocytes where the Xi is reactivated [40] the finding of bi-allelic expression in ovary was not surprising. X reactivation could account for the larger number of escape genes in this tissue, even for genes that are not exclusively expressed in oocytes (S4 Table).

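Genes called in no sample carried a higher Xi share in ovary than in the other samples. Pooled over 418 such genes it was 0.580% in ovary (95% Wilson interval 0.544% to 0.619%), against 0.237% to 0.360% in the 4 brain and spleen samples. The interval covers counting error only, and the ovary has no replicates. The BL6 share of Xist reads, which come from the Xi, was 0.385% in ovary and between 0.230% and 0.272% in the brain and spleen samples. Oocyte marker genes were expressed in the ovary sample: of 10 genes on a list written before the test, 9 had an RPKM of at least 1 and at least 10 times their level in brain and spleen, among them Gdf9 (21.4 in ovary, 0.359 in brain and 0.135 in spleen) and Zp3 (11.2, 0.0466 and 0). When the lower limit had to lie above the pooled Xi share of uncalled genes, 25 genes were called in ovary, and 33 with the criteria of the paper (no replicates). The paper reasons that reactivation of the Xi in oocytes could account for the larger number of escape genes in ovary.

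**Figure D1:**
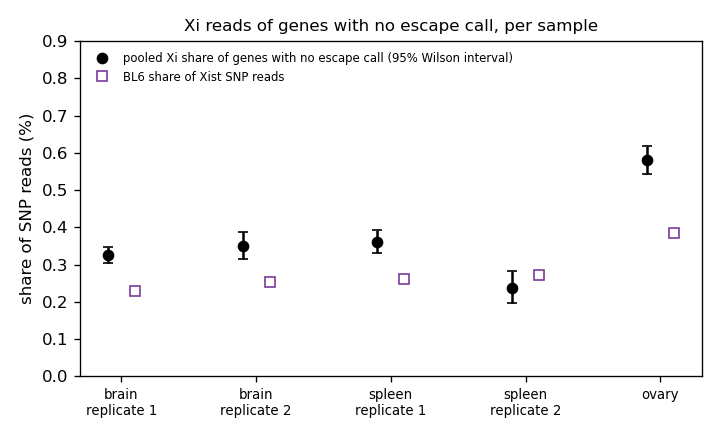
Pooled Xi share of SNP reads (percent, vertical axis) of X-linked genes with an RPKM of at least 1 that were called in no sample, for the 5 samples (horizontal axis), as circles with 95% Wilson intervals. Open squares give the BL6 share of Xist reads in the same sample. The ovary has the highest value of each, 0.580% and 0.385%.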

Using our new pipeline to re-analyze two independent RNA-seq datasets for Patski cells, one previously generated in our lab [18] and the other generated on an AB Solid platform deposited for ENCODE [41], we identified 66 escape genes (S1 and S6 Table). Fifty-two of these genes did not escape in any of the three F1 tissues (S2–S4 and S6 Table). 

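Rlim lies on chromosome X of mm9 from 101152506 to 101176623. In F1 brain it had 6 Xi and 2001 Xa SNP reads in replicate 1, an Xi share of 0.311% (95% Wilson interval 0.143% to 0.677%), and 6 Xi and 665 Xa reads in replicate 2, a share of 0.930% (0.427% to 2.01%). The mean was 0.620% ± 0.438 (SD, n = 2), and the Xi-SRPM of 0.576 and 1.65 was below the cutoff in both replicates. The pooled Xi share of genes with no escape call in the same samples was 0.325% and 0.350%. Its RPKM was 13.3 ± 1.56 in brain (SD, n = 2). Even with the cutoff at an Xi-SRPM of 1, which raised the number of brain escape genes to 19, Rlim did not pass in both replicates.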

For example, *Rlim* that escaped XCI in Patski cells was subject to XCI in brain (Fig. 2A). Next we examined gene expression in F1 kidney since Patski cells were derived from 18.5dpc embryonic kidney [23]. We found that two genes that escaped XCI in Patski cells, *Shroom4* and *Car5b* (as seen here and in [18]), failed to express from the Xi in kidney, indicating that these genes escaped XCI only in the cell line (Figs. 2B, 2C and S4). In contrast, RT-PCR analyses using species-specific primers for *Hdac6* showed that this gene escaped XCI both in Patski cells and kidney, suggesting that this gene is a tissue-specific escape gene since it does not escape XCI in other tissues (Fig. 2D, 2E and Table 1). The lncRNA *5530601H04Rik* was confirmed to escape XCI in both Patski cells and kidney using Sanger sequencing of RT-PCR products, indicating that this is a common escape gene in all tissues examined (Fig. 2F and Table 1).

The larger number of genes classified as "escape" in the new analysis of Patski cells compared to our previously published data [18] was mainly attributed to our new binomial model and not to differences in SNP number (see details in Methods). While our previous study used a ratio of Xi/Xa SNP reads greater than 0.1 (10% Xi expression) in the entire gene body to call a gene escape, our current binomial model to compare Xi-SNP reads to total SNP reads in exons more accurately assesses Xi expression, as shown by our verifications using RT-PCR with species-specific primers or Sanger sequencing (see above). Two of three genes previously classified as "escape" [18], *Bgn* and *BC022960*, were not included in our current list because their expression was below the 1RPKM threshold. 

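Firre lies on chromosome X of mm9 from 47908921 to 47988435. Counting exonic SNP reads, it had 1 Xi read among 1261 in brain replicate 1 and 1 among 411 in brain replicate 2, an Xi-SRPM of 0.0959 and 0.274. In spleen it had 4 Xi reads among 422 and 2 among 100, an Xi-SRPM of 0.450 and 0.615, and in ovary 13 among 2016, an Xi-SRPM of 1.66. The exonic Xi share was 0.168% ± 0.121 in brain and 1.53% ± 0.779 in spleen (SD, n = 2 each) and 0.651% in ovary (95% Wilson interval 0.381% to 1.11%, no replicates). RPKM was 11.2 ± 2.12 in brain, 4.25 ± 1.24 in spleen (SD, n = 2 each) and 29.5 in ovary, so the expression cutoff was met in every sample. Lowering the Xi-SRPM cutoff to 1 made Firre an escape gene in ovary, among 66 genes, and not in brain or spleen. Reads on introns are not in the files analysed here.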

The lncRNA *Firre* (*6720401G13Rik*) was initially excluded in our current analysis based on exonic SNPs because it failed to pass the ≥2 Xi-SRPM cutoff in tissues and in one biological replicate of Patski cells. However, when intronic SNPs were considered, similar to our previous survey [18] *Firre* was re-classified as an escape gene in F1 tissues and in both replicates of Patski cells (Fig. 2G, Tables 1 and S2–S4 and S6). This is also supported by another study [42], and by our findings of enrichment in RNA polymerase II phosphorylated at serine 5 (PolII-S5p) within the gene body of *Firre* on the Xi, suggesting alternative transcript start sites on the Xi (Yang et al., manuscript in review).

### Enrichment in RNA polymerase II and DNAse I hypersensitivity at escape genes

The distribution of PolII-S5p was determined by ChIP-seq in one female F1 brain and in Patski cells in conjunction with re-analyses of two DNase I hypersensitivity datasets for Patski cells [41] to extract allele-specific profiles for comparison with the XCI status of genes. There was good agreement between bi-allelic promoter enrichment in PolII-S5p and escape from XCI, as shown for common escape genes *Ddx3x*, *Kdm6a* and *5530601H04Rik* (Figs. 3, S2). In contrast, genes subject to XCI in both brain and Patski cells such as *Igbp1* lacked these features on the Xi (Fig. 3). For genes that differed in terms of their XCI status in a tissue-specific manner, corresponding differences in PolII-S5p levels were noted between tissues. For example, PolII-S5p was bound only to the Xa allele of *Rlim* in brain where this gene is subject to XCI, while bi-allelic PolII-S5p enrichment was observed in Patski cells where the gene escapes XCI (Fig. 3). Similar results were seen at other differential escape genes, such as *Shroom4* (S2 Fig). Consistently, metagene analyses showed high PolII-S5p occupancy at the promoter regions of both alleles of escape genes but not of inactivated genes on the Xi in brain and Patski cells (Fig. 4A and 4F). 

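The expression ratio was recomputed from the deposited SNP reads for 13 brain escape genes (Xist excluded), and the PolII-S5p reads within 0.5 kb of the TSS are the paper's, from S2 Dataset. Across these genes Spearman's rho between the Xi/Xa ratio of PolII-S5p and the Xi/Xa ratio of expression was 0.857 (permutation p = 0.00034), and Pearson's r was 0.621 (p = 1e-05, the smallest the permutations can give), an r squared of 0.386. Genes are not independent replicates; 2 relations with PolII-S5p were computed, and adjusted for both by the Benjamini-Hochberg method the p of rho was 0.00034. Kdm6a had a PolII-S5p ratio of 0.438 and an expression ratio of 0.327, Ddx3x had 0.561 and 0.325, and ENSMUSG00000087174 had 0.494 and 0.322. At the low end Gprasp1 had 0.0242 and 0.00202 and Syp 0.0269 and 0.00556. Eif2s3x lay apart, with a PolII-S5p ratio of 0.622 and an expression ratio of 3.93, which rests on 71 SNP reads in replicate 1 and 18 in replicate 2. With the SNP reads of S1 Dataset, which lists more reads for this gene, rho was the same and r squared was 0.870, a setting chosen after the data were seen. Including the variable escape genes lowered rho to 0.677, the largest change among the settings.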

For escape genes, there was a strong correlation between the ratio of PolII-S5p enrichment on the Xi versus the Xa with allele-specific expression levels (Fig. 4B and 4G). 

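Brain RPKM from the deposited tables was set against the PolII-S5p SNP reads of S2 Dataset, which are the paper's, for the 425 genes of that dataset found in the tables. Across these genes Spearman's rho between log2(PolII-S5p reads + 1) and log2(RPKM + 1) was 0.288 and Pearson's r was 0.285, an r squared of 0.0815; p = 1e-05 for both is the smallest the permutations can give, and the Benjamini-Hochberg adjusted p of rho over the 2 PolII-S5p relations was 2e-05. The relation is across genes, which are not independent replicates. Using the reads of the Xa allele alone gave rho = 0.295, and leaving out either brain replicate moved rho most, to 0.264 without replicate 1 and 0.313 without replicate 2.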

When examining all assessable X-linked genes, the level of PolII-S5p occupancy at the promoter was positively correlated with expression as expected (Fig. 4C and 4H). Allele-specific scatter plots showed a positive correlation between PolII-S5p enrichment at the promoter for Xi-alleles of escape genes, while no such correlation was observed for Xa-alleles (Fig. 4D, 4E, 4I and 4J). 

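Median RPKM in brain was 28.2 for 14 escape genes (Xist left out) and 10.2 for 407 assessable genes with no escape call. In spleen it was 19.8 for 16 escape genes and 10.2 for 326 other genes, and in ovary 17.0 for 32 escape genes and 8.33 for 426. On the log2(RPKM + 1) scale the medians differed by 1.11 in brain (permutation p = 0.0521), 0.874 in spleen (permutation p = 0.0698) and 0.946 in ovary (permutation p = 0.0145). After Benjamini-Hochberg adjustment over the 3 tissues the p-values were 0.0698, 0.0698 and 0.0435. In brain 26.3% of the other genes had an RPKM above the median escape gene, 29.8% in spleen and 29.8% in ovary. Without a minimum of Xi reads in the escape rule the difference in brain rose to 2.29, and calling escape from a single replicate gave 1.87 and 2.35. With the lower limit above the pooled Xi share of uncalled genes, a setting chosen after the data were seen, the difference was 0.0288 in brain (permutation p = 0.909), 0.874 in spleen (permutation p = 0.0873) and 0.188 in ovary (permutation p = 0.694).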

Interestingly, escape genes tend to have higher expression that inactivated genes (Fig. 4E and 4J). 

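Snx12 lies on chromosome X of mm9 from 98293125 to 98417902. In F1 brain it had 0 Xi reads among 707 SNP reads in replicate 1, where the smallest share the depth can show is 0.424%, and 1 Xi read among 257 in replicate 2, a share of 0.405% (95% Wilson interval 0.0715% to 2.26%). The mean share was 0.202% ± 0.286 (SD, n = 2), with an Xi-SRPM of 0 and 0.274 and an RPKM of 22.1 ± 2.16 (SD, n = 2). The paper's PolII-S5p values for its promoter in brain are 5.7 reads on the Xi and 26.6 on the Xa. At an Xi-SRPM cutoff of 1, with 19 escape genes in brain, Snx12 was still not called.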

We did find four genes that were not classified as escape genes in our RNA-seq analyses, yet showed PolII-S5p occupancy on the Xi with an average read counts >5 at their promoter (0.5kb ± TSS) in brain (*Snx12*) and Patski cells (*Phf6*, *Trappc2* and *Usp9x*) (S2 and S3 Dataset). PolII-S5p Xi occupancy at *Trappc2* could be due to overlap of its promoter region with that of *Ofd1*, an escape gene in Patski cells (S6 Table). Note that *TRAPPC2* and *USP9X* have been reported to escape XCI in human [6].

**Fig 4:**
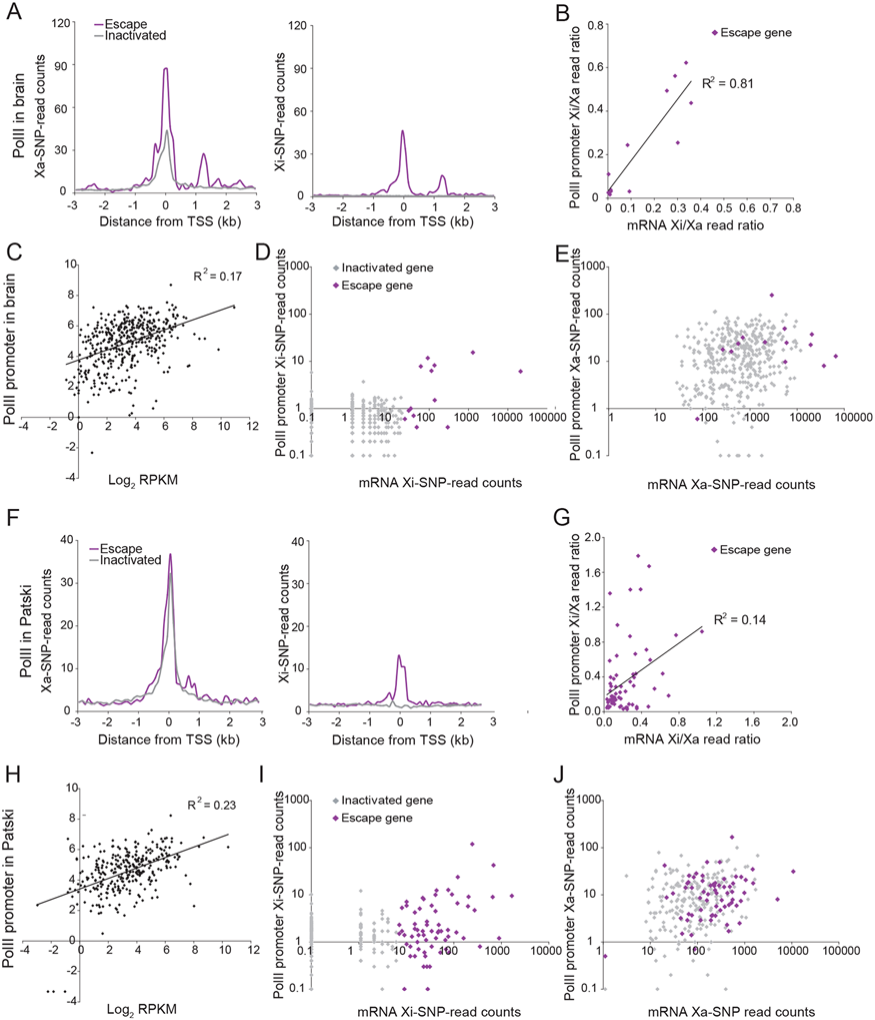
PolII-S5p enrichment at promoters of X-linked genes on the Xi correlates with expression and escape from XCI. (A) Metagene analyses in brain show average Xa- (left) and Xi- (right) SNP read counts in 100bp windows 3kb upstream and downstream of the TSS for escape genes (purple; 14 genes with ≥2 Xi-SRPM in both replicates for brain) and for genes subject to XCI (gray; 403 genes with <2 Xi-SRPM in both replicates for brain). (B) The ratios of PolII-S5p enrichment at the promoter (SNP reads within ±500bp of the TSS) of escape genes (purple) on the Xi versus the Xa are strongly correlated to the ratios of expression from the Xi versus the Xa measured by RNA-seq in brain. *Xist* is excluded in this analysis. (C) Scatter plot of PolII-S5p promoter enrichment (log_2_ of reads within ±500bp of the TSS) against expression levels of all X-linked genes (log_2_ RPKM) shows a positive correlation in brain. (D) Scatter plot of Xi-specific PolII-S5p promoter enrichment (SNP reads within ±500bp of the TSS) against expression (Xi SNP reads) for escape genes (purple) and genes subject to XCI (gray) in brain. Promoter PolII-S5p enrichment correlates with expression from the Xi. (E) Same analysis as for D but for Xa-specific PolII-S5p promoter enrichment in brain. Escape genes generally overlap with genes subject to XCI, but are often highly expressed and enriched in PolII-S5p. (F-J). Same analyses as A-E for Patski cells.

Analyses of promoter DNase I hypersensitivity in Patski cells showed similar correlations with X-linked gene expression as well as with Xi expression (Figs. 3, 5 and S2). In addition, there was a good correlation between DNase I hypersensitivity and enrichment in PolII-S5p at the promoter region of genes on the Xi (Fig. 5E). Thus, DNase I hypersensivity did not appear to be an "all or none" feature but rather was correlated to Xi expression level.

**Fig 5:**
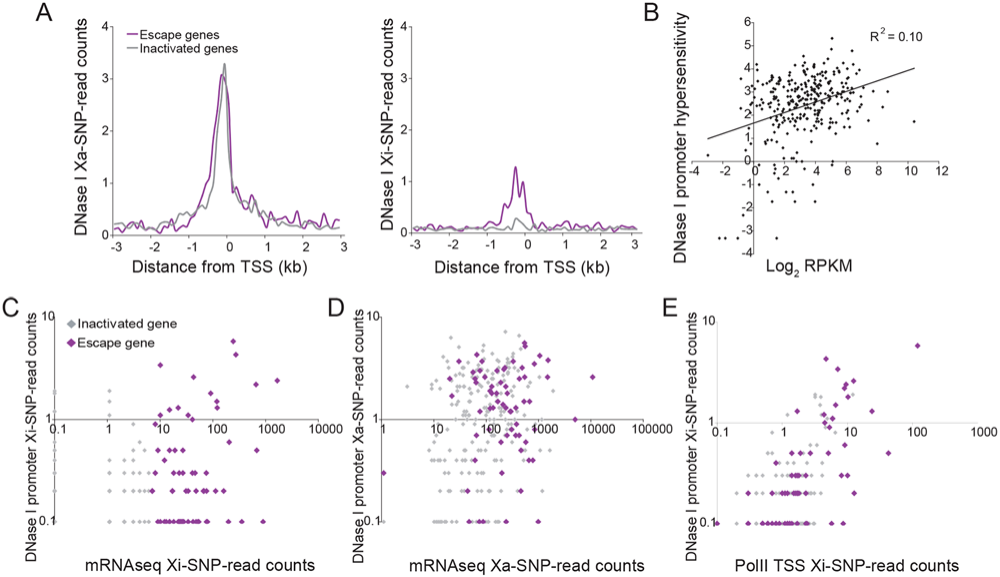
DNase I hypersensitivity at the promoters of X-linked genes correlates with expression and escape from XCI. (A) Metagene analyses of DNase I hypersensitivity (DHS) in Patski cells show average Xa- (left) and Xi- (right) SNP read counts in 100bp windows 3kb upstream and downstream of the TSS for escape genes (purple; 43 genes in both replicates for Patski cells) and for genes subject to XCI (gray; 203 genes with <2 Xi-SRPM in both replicates for Patski cells). (B) Scatter plot shows a positive correlation between DHS at the promoter (log_2_ of all reads within a region ±500bp from the TSS) and expression (log_2_ RPKM) for all X-linked genes in Patski cells. (C) Scatter plot of Xi-specific DHS at the promoter (reads within a region ±500bp from the TSS) against expression (Xi SNP-reads) for escape genes (purple) and genes subject to XCI (gray) shows a correlation between DHS and level of escape from XCI in Patski cells. (D) Same analysis as in C but for Xa-specific DHS at the promoter region. Escape genes generally overlap with genes subject to XCI although escape genes tend to have high expression and high DHS. (E). Scatter plot shows a good correlation between DHS and enrichment in PolII-S5p at the promoter of genes on the Xi. DHS and PolII-S5p are shown as reads within a region ±500bp from the TSS for escape genes (purple) and genes subject to XCI (gray) in Patski cells.

### Allelic CTCF binding analysis

While genes that escape XCI in F1 brain were few and almost all isolated those that escape XCI in Patski cells were more numerous and tended to cluster. 

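In F1 brain 15 of 435 assessable genes were escape genes, and 2 pairs of them were next to each other in the order of assessable genes. Random placement of 15 genes gave 0.481 pairs on average (permutation p = 0.0778, Benjamini-Hochberg adjusted 0.117 over the 3 tissues). Taking pairs within 500 kb in place of neighbours gave 4 pairs against 1.80 expected (permutation p = 0.121). Counting variable escape genes as well also gave 4 neighbouring pairs, the largest number of the settings tried, against 1.73 expected.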

When considering all escape genes in either replicate of Patski cells we identified 13 clusters with a high density of escape genes compared to the number of genes subject to XCI, including a 440kb cluster containing 13 escape genes (S6 Table and S1 Dataset). Furthermore, 22/66 escape genes in Patski cells were found within 12 (dark gray-shaded areas) of the 16 long-range *cis*-regions (i.e. 4C domains) previously shown to contain escape genes and to physically interact with *Cdk16* and/or *Kdm5c* in neural progenitor cells (S6 Table) [43]. To determine whether CTCF binding might contribute to differences in the number and distribution of escape genes between F1 brain and Patski cells allele-specific profiles of CTCF binding were generated by ChIP-seq. Discrimination between alleles using SNPs was verified by examining allele-specific CTCF binding at two imprinted autosomal regions known to differentially bind CTCF at the DMR (differentially methylated region). As previously demonstrated [44], *H19* showed maternal CTCF binding, while *Peg13* was bound by CTCF only on the paternal allele in both brain and Patski cells (S3A Fig).

For allele-specific peak calling all mapped reads were first used to identify enriched peak regions in the diploid genome. Two independent peak calling programs were applied, CisGenome (FDR cutoff 10^-5^) [45,46] and MACS/v1.4 (p-value cutoff 10^-5^) [47]. We defined significantly enriched peak regions as those identified by both peak callers. Next, we selected allele-specific ChIP-seq peaks using a binomial test. For each diploid ChIP-seq peak region, we assumed that the numbers of BL6-SNP reads (*n*_*i*_,_*bl*_) and *spretus*-SNP reads (*n*_*i*_,_*sp*_) within the peak follow a binomial distribution, i.e.,

$$n_{i,bl}\sim Binomial\left(n_{i},p_{i}\right)$$

where *n*_*i*_ = *n*_*i*_,_*bl*_ + *n*_*i*_,_*sp*_ is the sum of BL6-SNP reads and *spretus*-SNP reads in peak region *i*, and *p*_*i*_ is the binomial parameter. Since the X chromosome behaves differently from autosomes due to skewed XCI in our systems, we estimated the X chromosome allelic background using all SNP reads in the identified diploid peak regions on the X only. That is, for peaks on the X chromosome,

$$p_{i}=p_{X}=\frac{N_{X,bl}}{N_{X,bl}+N_{X,sp}}$$

in which *N*_*x*_,_*bl*_ and *N*_*x*_,_*sp*_ are the total number of BL6-SNP and *spretus*-SNP reads in X peaks, respectively. Finally, BL6-preferred ChIP-seq peaks were defined as those that contain significantly more BL6-SNP reads (upper-tail binomial test, p-value <0.05), while *spretus*-preferred ChIP-seq peaks were identified using the lower-tail binomial test (p-value <0.05), and both-preferred ChIP-seq peaks were those peaks that were not significant in the two above tests (p-value ≥0.25). In addition, we required the allele-assessable peaks have a minimal SNP read coverage of one allele-specific read (BL6-SNP and *spretus*-SNP reads) per 10 million mapped reads. Of the allele-assessable CTCF-binding peaks on the X chromosome in brain and Patski cells (1639/2263 and 374/532, respectively) we identified 212 (13%) Xi- and 366 (22%) both-preferred, and 86 (23%) Xi- and 161 (43%) both-preferred, respectively (S7 Table). The much larger number of CTCF peaks on the Xi in brain suggests a different structure of the Xi. In fact, only 62 of the Xi-binding CTCF peaks were common between brain and Patski cells (S7 Table).

To investigate the spatial distribution of Xi-binding CTCF peaks, the local Xi- and both-preferred CTCF peak density was calculated using a sliding window approach (window size: 500kb, step size: 1kb). Assuming that CTCF Xi-binding followed a Poisson distribution we fitted the data to estimate the Poisson parameters on the Xi, and calculated a p-value for each window. Enriched Xi-binding CTCF peaks were identified at a p-value cutoff of 0.01 and adjacent peaks were merged. Escape genes and Xi-binding CTCF clusters co-localized on the Xi but not the Xa, suggesting a role for CTCF binding at regions of escape (Fig. 6A and 6B). CTCF has been implicated in both transcription control and compartmentalization of the genome [48], thus, it was not surprising that CTCF peaks were found either at gene promoters or in intergenic regions. As expected, the 5'end of escape genes often displayed Xi-promoter occupancy by CTCF in both brain and Patski cells (Fig. 6C). To enrich in CTCF binding regions that might play a role in nuclear compartmentalization rather than transcription control, we then re-analyzed our data after excluding peaks located at promoters (±1kb from the TSS), which showed that CTCF clusters were still significantly associated with escape genes in brain (8/14 genes; p-value = 0.01, compared to a random sample of 500 X-linked genes; Fisher’s exact test) (S3B Fig). There was a similar trend in Patski cells, however the association (16/66 genes) was not significant, probably due to the lower number of CTCF peaks in the cell line. Interestingly, when allelic CTCF binding was analyzed in the context of higher order structure [43], CTCF Xi-preferred peaks were more significantly associated with 4C interacting domains than CTCF Xa-preferred peaks in brain and Patski cells (S8 Table). Furthermore, the density of CTCF peaks on the Xi was inversely related to the number of escape genes in brain and Patski cells as shown by inspecting three regions for the density of X-preferred and both-preferred CTCF binding peaks in relation to the number of escape genes (Fig. 7A). This is consistent with larger regions of escape in Patski cells (S6 Table).

**Fig 6:**
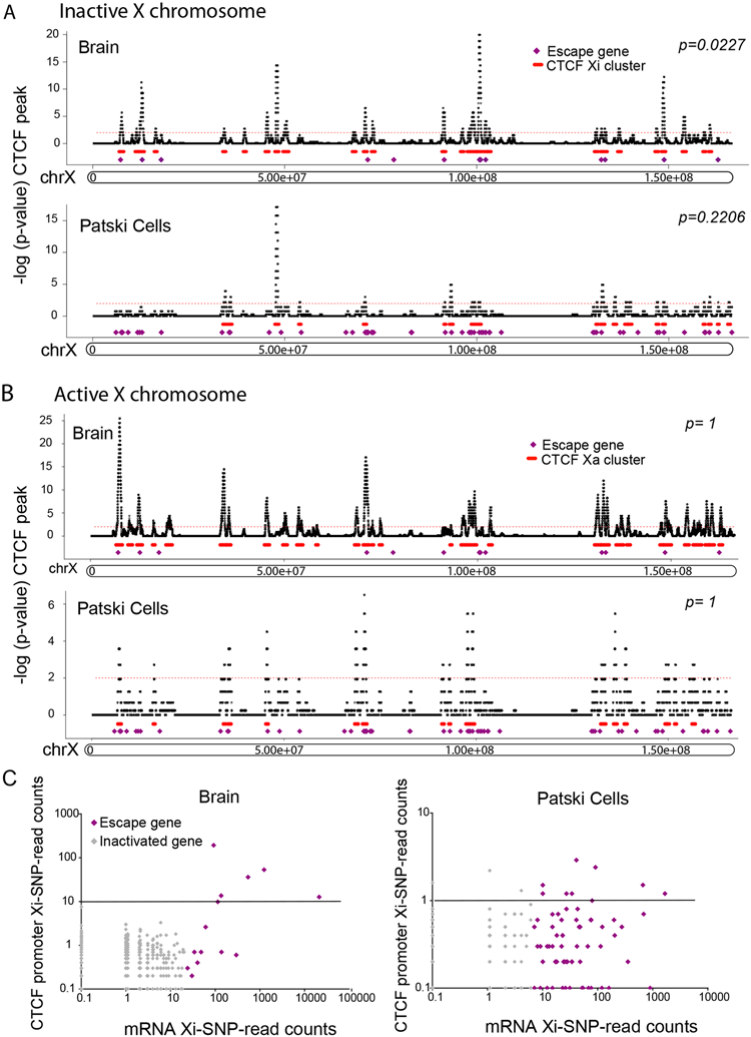
Xi-associated but not Xa-associated CTCF peak clusters co-localize with escape regions. (A) Significant CTCF Xi-binding clusters were mapped along the Xi in brain and Patski cells. Xi- and both-preferred peaks were determined by a binomial model and used for density analysis. Red bars represent merger of clusters of CTCF Xi-binding peaks, while purple dots represent escape genes. Significant Xi-binding CTCF binding clusters tend to co-localize with chromatin containing escape genes. Little change was seen after removal of promoter-associated CTCF binding (S3B Fig). Horizontal axis represents the Xi in Mb. The vertical axis is the negative log of the calculated binomial p-value (-log (p-value)). The thin red dashed line represents a 0.01 p-value cutoff. (B) Similar analysis for CTCF Xa- and both-preferred peaks. There was no significant CTCF co-localization with escape genes on the Xa in either brain or Patski cells. (C) Average CTCF Xi-SNP read counts in ten 100bp windows at promoters (0.5kb upstream and downstream of the TSS) is plotted against mRNA-seq Xi-SNP read counts escape genes (purple) and for genes subject to XCI (gray) in brain and Patski cells. In brain, a higher proportion of escape genes (6/14; Fisher’s exact test, p = 5e^-9^) had an average ≥10 reads (black line) at their promoter compared to genes subject to XCI (0/403). Similarly, in Patski cells a higher proportion of escape genes (9/65; Fisher’s exact test, p = 0.0004) had an average of ≥1 read (black line) at their promoter compared to genes subject to XCI (3/204).

**Fig 7:**
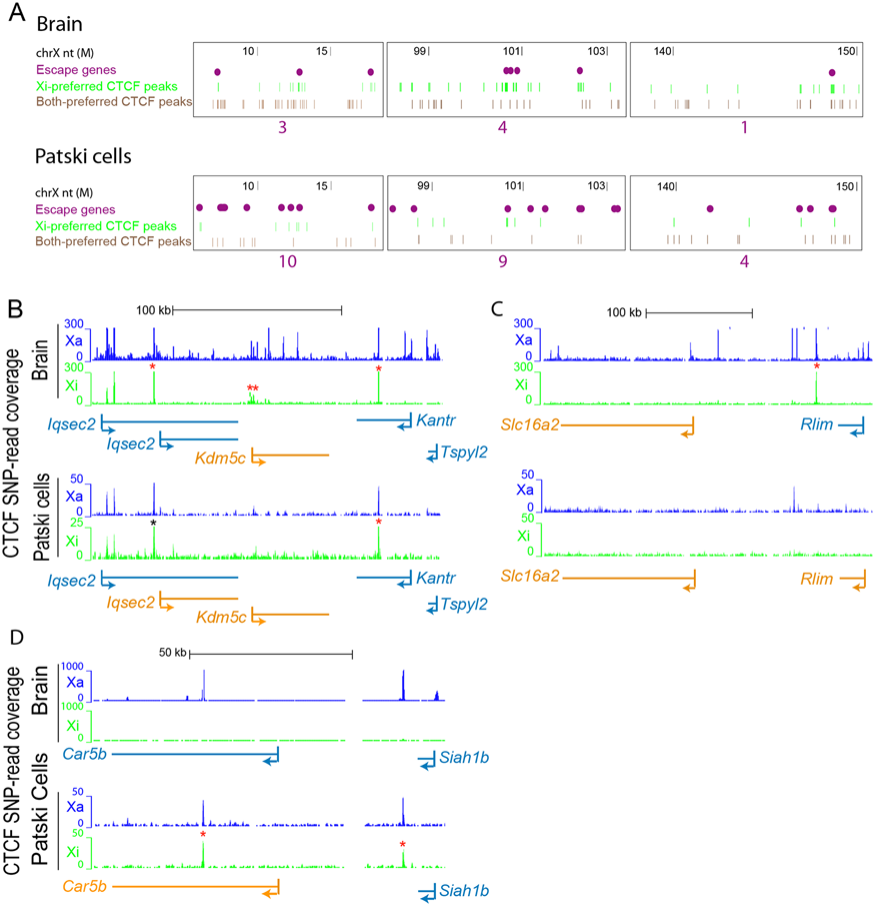
CTCF peaks density and distribution differ in brain and Patski cells. (A) Examples of Xi-preferred and both-preferred CTCF peaks distribution in three X chromosome regions (coordinates in million bp on top). The density of escape genes (purple dots, with total number under each region) is inversely related to the density of Xi-preferred (green) and both-preferred (brown) CTCF-binding peaks when comparing brain to Patski cells. (B) Allele-specific CTCF binding profiles around *Kdm5c*, a common escape gene flanked by *Iqsec2* and *Kantr*. In brain where only *Kdm5c* escapes XCI, CTCF binding is present at the 5’ end of the gene at the transition (double star) between *Kdm5c* and *Iqsec2* whose short and long transcripts are subject to XCI (see also S4A Fig). In Patski cells there is no such CTCF binding between *Kdm5c* and *Iqsec2*, which escapes XCI. CTCF also binds proximal of the *Iqsec2* short transcript in both brain and Patski cells, which could represent a proximal boundary of an escape domain. (C) Similar analysis at a region around *Rlim*, a gene that escapes XCI in Patski cells but not in brain, while the adjacent gene *Slc16a2* escapes XCI in both systems. A CTCF peak is present in the transition region only in brain. (D) Similar analysis in a region around *Car5b*, a gene that escapes XCI in Patski cells but not in brain (see also S4B Fig). CTCF binding peaks are located within the body of *Car5b* and in the transition between *Car5b* and *Siah1b* on the Xi in Patski cells. Genes that escape XCI are labeled orange and genes subject to XCI blue. Xa SNP reads are in blue and Xi SNP reads in green. Red stars indicate Xi- or both-preferred CTCF peaks on the Xi; one of the CTCF peaks is marked by a black star because it is present but was not called preferred at our cutoff.

We next examined allele-specific CTCF peak profiles in the UCSC genome browser at 200 and 139 regions of transitions between adjacent genes with a known XCI status in brain and Patski cells, respectively. Transitions were classified as between either two adjacent genes subject to XCI, an escape gene directly adjacent to a gene subject to XCI, or two adjacent escape genes (S9 Table). There were no transitions between two escape genes in brain, reflecting their low abundance compared to the Patski cell line in which 18 such transitions were observed. A larger proportion of transitions between genes with a different XCI status than those between two inactivated genes had CTCF peaks located in intergenic regions, 21% versus 15% in brain and 8% versus 3% in Patski cells, respectively (S9 Table). We then focused on specific transition regions: at the *Kdm5c-Iqsec2* region Xi-preferred CTCF binding peaks were found between *Iqsec2* and *Kdm5c* as well as within the gene body of *Kantr* located downstream of *Kdm5c* in brain where only *Kdm5c* escapes XCI (Figs. 7B and S4). In contrast, in Patski cells where *Kdm5c* and a short *Iqsec2* transcript both escape XCI, Xi-preferred CTCF binding peaks were found both upstream of the short *Iqsec2* transcript and within the gene body of *Kantr* but not between *Kdm5c* and *Iqsec2*, suggesting that lack of Xi-preferred CTCF binding in this region may contribute to a larger domain of escape in Patski cells (Fig. 7B). A similar situation was observed in the region between *Rlim* and *Slc16a2*, again suggesting that lack of CTCF binding in Patski cells led to a larger escape region (Fig. 7C). A different situation was seen at the *Car5b*-*Siah1b* region: Xi-preferred CTCF peaks were absent in brain where both *Car5b* and *Siah1b* are subject to XCI, while CTCF peaks flanked the *Car5b* promoter on both alleles in Patski cells where *Car5b* escapes XCI and *Siah1b* is subject to XCI (Figs. 7D and S4), suggesting that CTCF may play a role in the transition between escape and inactivated genes. Taken together, our results imply that CTCF binding may help configure escape domains via local chromatin looping, and/or facilitate the organization of escape genes at the periphery of the Xi territory.

## Discussion

Based on allele-specific analyses we identified genes expressed from both X chromosomes in female mouse tissues. Only a minority of these genes escape XCI in a tissue- and cell type-specific manner, indicating that XCI and escape from XCI are tightly controlled in vivo. The probability of bi-allelic versus mono-allelic expression was calculated using a new algorithm that can be applied to any gene in the genome. Our study represents the first comprehensive analysis of escape from XCI in vivo in multiple tissues.

Our data and those of others indicate that for a subset of X-linked genes, escape from XCI is ubiquitous and thus represents an intrinsic property of these genes [22,43]. Among these common escape genes *Ddx3x*, *Kdm6a*, *Eif2s3x* and *Kdm5c* represent genes that each has a conserved Y-linked paralog with a similar function [49,50]. 

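The Xi share of SNP reads of Ddx3x (chromosome X of mm9, 12858148 to 12871109) was 24.5% ± 1.92 in brain and 26.7% ± 2.03 in spleen (SD, n = 2 each) and 23.6% in ovary (95% Wilson interval 21.9% to 25.5%, no replicates). Kdm6a (17739793 to 17856484) had 24.6% ± 3.70 in brain, 39.2% ± 6.00 in spleen (SD, n = 2 each) and 31.2% in ovary (26.3% to 36.4%). Kdm5c (148667773 to 148708897) had 23.7% ± 0.204 in brain, 28.2% ± 5.48 in spleen (SD, n = 2 each) and 26.4% in ovary (23.7% to 29.3%). Kdm6a was lower in brain than in spleen in both replicates, by 7.78 points in replicate 1 (Fisher's exact test, adjusted p = 0.138) and by 21.5 points in replicate 2 (adjusted p = 0.00171), and Kdm5c differed in replicate 1 (adjusted p = 0.00171) and not in replicate 2 (adjusted p = 0.886). Eif2s3x (91434048 to 91457990) had 78.2% ± 7.96 in brain, 76.0% ± 9.55 in spleen (SD, n = 2 each) and 66.9% in ovary (52.8% to 78.5%), from 71 and 18 SNP reads in the brain replicates, 70 and 28 in the spleen replicates and 48 in ovary, with an RPKM of 1.58 ± 0.397, 3.07 ± 0.284 (SD, n = 2 each) and 2.15. The paper included reads of low mapping quality for this gene, because its exons resemble another region of the X, and its S1 Dataset lists 486 to 1291 Xi reads per sample, an Xi share of 26.0% and 29.0% in the brain replicates, 22.0% and 23.1% in the spleen replicates and 26.1% in ovary; these counts were used only after the data were seen. All 4 genes passed the escape rule in all 3 tissues, and with an RPKM cutoff of 2 Eif2s3x no longer passed in brain, where 14 genes remained. The paper reasons that the dosage sensitivity of such genes could explain their escape in every tissue.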

These X/Y genes play important roles in the regulation of transcription and translation and are highly dosage-sensitive, which could explain why they consistently escape XCI in all tissues examined (Fig. 8). Interestingly, we also identified tissue-specific escape genes, which will help understanding of functional mechanisms leading to sex differences in these tissues. For example, we identified six genes that escape XCI in brain, all of which have been implicated in brain functions, *Gpm6b*, *Gprasp1*, *Syp*, *Gdi1*, *Plp1*, and *Tmem47* [51]. Our results generally agree with a recent study of XCI based on flow-sorted brain cells with differentially labeled BL6 and *Mus castaneus* X chromosomes [25] (Fig. 8). Of seven escape genes reported in that study, five are included in the present study (*5530601H04Rik*, *Ddx3x*, *Eif2s3x*, *Kdm5c*, and *Kdm6a*). 

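Itm2a (chromosome X of mm9, 104592534 to 104598699) had 7 Xi and 1550 Xa SNP reads in brain replicate 1, an Xi share of 0.467% (95% Wilson interval 0.227% to 0.962%) and an Xi-SRPM of 0.672. In brain replicate 2 none of 345 SNP reads came from the Xi, where the smallest share the depth can show is 0.870%. Its RPKM in brain was 51.2 ± 22.0 (SD, n = 2), and it was not called at an Xi-SRPM cutoff of 1, at which brain had 19 escape genes. Mid1 (166123179 to 166365601) had 7 and 6 SNP reads in the brain replicates, none from the Xi, so no share below 42.9% was detectable.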

The two other genes are *Itm2a* that had too few Xi reads to be classified in our study, and *Mid1* we have shown to be subject to XCI in *M*. *spretus* where it is outside the PAR (this study), while it escapes XCI in BL6 mouse brain [31,52].

**Fig 8:**
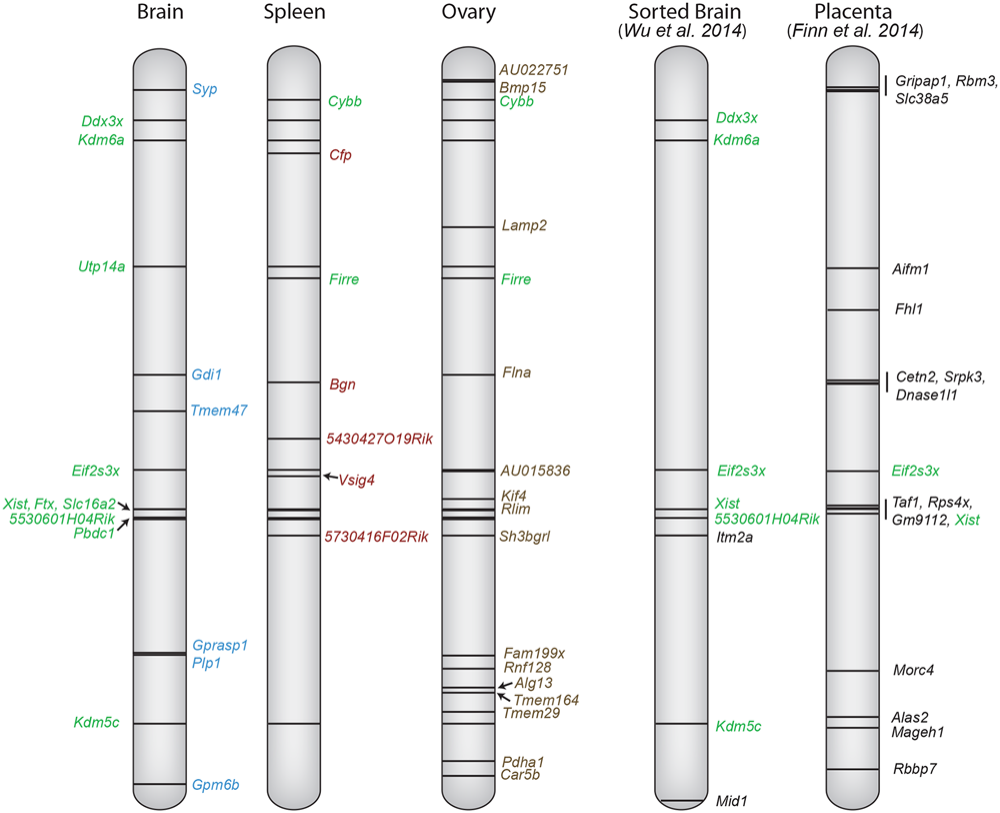
X chromosome escape maps differ between mouse tissues. The position of genes that escape XCI using a ≥2 Xi-SRPM cutoff (black lines) is shown at left for three tissues (brain, ovary and spleen) from F1 mice analyzed in our study. Gene names are color-coded to reflect their classification into group 1 (green, common in at least two tissues) or group 2 (blue, brain-specific escape; red, spleen-specific; brown, ovary-specific) based on our criteria (see Table 1). Coordinates at left are based on UCSC genome build NCBI37/mm9. For comparison, the genes reported to escape XCI in sorted brain cells from a *M*. *musculus* x *M*. *castaneus* cross [25], and genes reported to escape imprinted XCI in mid-gestation placenta from a *M*. *musculus* x *M*. *castaneus* cross [24] are shown at right. Genes labeled green are common between studies.

Importantly, many of the escape genes we identified have significant female sex bias in expression, suggesting roles in sex differences (S5 Table) [1,30,53–57]. For example, three of the brain-specific escape genes we identified in mouse, *GPM6B*, *SYP*, and *PLP1* also escape XCI in human, resulting in higher expression in female than male brain [6,58]. Whether deficiency in these genes due to the presence of a single X chromosome in women with Turner syndrome contributes to mild cognitive impairment remains to be determined [59]. Interestingly, of the five novel spleen-specific escape genes we identified, as many as three, *Vsig4*, *Cfp*, and *Bgn*, have been implicated in autoimmune disorders both in mouse and human [36,38,39]. It is well established that autoimmune disorders are much more common in women and their incidence is increased in Turner syndrome, but specific genetic mechanisms are not well defined [60]. Our in vivo study demonstrates that analyses of relevant human tissues, for example spleen in the case of *CFP* and *BGN*, two gene previously classified as being subject to XCI in cell cultures [6], will be critical to understand sex differences in specific disorders.

Do genes escape XCI only in tissues where they are most highly expressed? While genes that escape XCI often have high expression in a particular tissue, expression does not appear to be the sole driving force for escape. 

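Of the 26 group 2 genes, 24 had their highest mean RPKM in the tissue of escape, and 22 under quantile normalization between samples, the setting that moved the count most. The RPKM and Xi-SRPM minimums of the escape rule favour the tissue of highest expression, so part of this count may come from the rule. Kif4 escaped in ovary, where its RPKM was 4.76 and its Xi share 6.80% (95% Wilson interval 4.40% to 10.4%, no replicates), and not in spleen, where its RPKM was 20.9 ± 23.1 and its Xi share 0.196% ± 0.139 (SD, n = 2 each). The spleen replicates of Kif4 were far apart, with an RPKM of 4.58 and 37.3. Rlim escaped in ovary at an RPKM of 19.5 and an Xi share of 1.10% (0.696% to 1.73%), and not in spleen at an RPKM of 22.7 ± 3.50 and an Xi share of 0.341% ± 0.215 (SD, n = 2 each). Bgn escaped in spleen at an RPKM of 91.0 ± 26.3 with an Xi share of 1.58% ± 0.000608 (SD, n = 2 each), and was not called in ovary at an RPKM of 69.5 with an Xi share of 0.530% (0.279% to 1.00%). The paper reasons that expression seems not to be the only driver of escape. Its example is Car5b in ovary and Patski cells.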

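Car5b lies on chromosome X of mm9 from 160414754 to 160465942. In ovary its RPKM was 42.3 (no replicates), and 79 of 2277 SNP reads came from the Xi, a share of 3.50% (95% Wilson interval 2.82% to 4.34%) with an Xi-SRPM of 10.1. In brain its RPKM was 1.19 ± 0.232 (SD, n = 2), with 3 Xi reads among 110 in replicate 1 and none among 28 in replicate 2, where the smallest share the depth can show is 10.7%. In spleen the RPKM was 0.832 ± 0.60 (SD, n = 2), with 7 Xi reads among 78 in replicate 1 and none among 12 in replicate 2. Car5b was among the 16 genes that still passed in ovary at an Xi-SRPM cutoff of 4.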

For example, *Car5b* is more highly expressed in ovary (42RPKM) than in Patski cells (8RPKM) and yet escapes XCI only in Patski cells. A previous study identified a set of 17 escape genes in mouse placenta [24] (Fig. 8). Many of these differ from escape genes found in our study, probably because extra-embryonic tissues undergo imprinted paternal XCI, which differs from random XCI [61]. A comprehensive comparison of escape from XCI in available mouse tissues shows that only *Eif2s3x* escapes XCI in all tissues examined (Fig. 8). 

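Over 62 values, 1 for each escape gene other than Xist in each tissue where it passed the rule, the Xi/Xa ratio of SNP reads had 10 values under 1%, 20 under 3% and 8 over 100%. Examples along this range are Gprasp1 in brain with 0.202%, Cfp in spleen with 6.01%, Ddx3x in ovary with 31.0%, Kdm6a in spleen with 65.3%, Vsig4 in spleen with 84.6% and Bmp15 in ovary with 106%. Replicates set the precision: Gprasp1 had an Xi share of 0.202% ± 0.0911 and Vsig4 of 45.2% ± 8.13 (SD, n = 2 each). The median of the 62 values, 7.27%, changed most when the values were limited to the 52 of genes in Table 1, to 8.31%.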

We found that escape from XCI represents a continuum of expression from the Xi compared to the Xa. While our data only includes genes expressed above a strict cutoff of 1RPKM, we cannot exclude that some genes with lower expression may also escape XCI. For genes with significant expression from the Xi (excluding *Xist*), expression ranged from 3–105% (median 18%) of the Xa expression level. 

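Recomputed from the deposited SNP reads over the 62 values of escape genes (Xist excluded), the Xi/Xa ratio ranged from 0.202% (Gprasp1 in brain) to 3584% (Gm6787 in brain), with a median of 7.27%. The values over 100% belonged to Gm6787 and Eif2s3x in all 3 tissues, ENSMUSG00000081793 in spleen and Bmp15 in ovary. Limited to the 52 values of genes in Table 1, the range was 0.202% to 393% and the median 8.31%. The highest value was the one that moved most: it was 393% without Gm6787, and 176% without Gm6787 and with the SNP reads of S1 Dataset in place of those of the tables, 2 settings chosen after the data were seen.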

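Of the 62 Xi/Xa ratios, 8 were over 100%, and the median was 7.27%; it was 7.09% without correction for mapping bias. Of the 8, Bmp15 in ovary was 106%, with an Xi share of 51.4% whose 95% Wilson interval, 46.4% to 56.4%, includes equal expression (no replicates), and ENSMUSG00000081793 in spleen was 176%, with an Xi share of 60.35% ± 16.3 (SD, n = 2). The other 6 belonged to Gm6787 and Eif2s3x; with the SNP reads of S1 Dataset, a setting chosen after the data were seen, the Xi share of Eif2s3x was between 22.0% and 29.0%, a ratio below 100% in every sample. Leaving out brain replicate 2 changed the median most among the replicates, to 7.93%.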

Thus, expression from the Xi was usually lower than that of the Xa in mouse, similar to what has been reported in human, even though there are more escape genes in this species based on expression analyses of cell cultures [6] and on DNA methylation profiles in human tissues where 9% of human genes were found to have a methylation pattern consistent with escape [62]. The mouse with 3–7% escape genes in tissues may be exceptional compared to other mammals in which XCI patterns are often more similar to the human pattern [3,63].

Our findings of a larger number of escape genes in Patski cells compared to mouse tissues may reflect either the acquisition of epigenetic changes leading to reactivation of X-linked genes in cell culture or a genuine property of these cells. Our analyses suggest that kidney-specific escape genes do exist and could explain in part the pattern seen in Patski cells, but we also found significant differences between the cell line and the tissue of origin. Clustering of escape genes in Patski cells but not in tissues suggests unstable silencing of large chromosomal regions. Using an in vitro system of cultured trophoblastic cells Calabrese et al. also identified a relatively large number of escape genes (35 out of 262 accessible) [14], which represents twice the number of escape genes found in mouse placenta [24]. Furthermore, 22/66 escape genes in Patski cells are in regions of escape reported in cultured neural progenitor cells [43]. Thus, the number of escape genes may be overestimated when based on studies of cultured cells, which are notoriously susceptible to epigenetic changes such as DNA methylation changes associated with gene expression and CTCF binding aberrations [64,65]. We cannot rule out the possibility that XCI in embryonic cells including embryonic kidney cells from which Patski cells were derived, as well as trophoblastic cells and neural progenitor cells may simply be less complete than in adult tissues. Future studies will help sort out developmental aspects of escape from XCI.

We found a good correlation between escape from XCI and regulatory features associated with transcription, such as PolII-S5p occupancy and DNase I hypersensitivity at the promoters of genes on the Xi, indicating that escape regions have a more open chromatin configuration. This is consistent with escape genes being associated with histone marks characteristic of active chromatin [13–18,66]. Interestingly, we found distinct CTCF binding patterns on the Xi and Xa. A study in human cells also reported that while a majority of CTCF peaks on the X chromosome are bi-allelic, some peaks are Xa- or Xi-specific [67]. In addition, a recent study in differentiated mouse ES cells also describes significant differences between Xa- and Xi-specific CTCF peaks at escape gene loci (determined by ChIP-seq), as well as differences in interactions between transcripts and CTCF (determined by CLIP-seq) [68]. These findings are in contrast to a study of imprinted XCI, in which Xi and Xa CTCF binding patterns were nearly identical [14]. Thus, the role of CTCF in escape from XCI may differ between random and imprinted XCI. CTCF binding peaks were often located at the promoters of genes expressed from the Xi, in agreement with a role for CTCF in transcription regulation [69]. In addition, since CTCF binding peaks located in intergenic regions also clustered with escape genes, CTCF may also be a factor in compartmentalization of the Xi. Chromatin interactions such as looping as determined by Hi-C are correlated with the distribution of CTCF binding [70]. This is supported by our findings that Xi-preferred CTCF binding is more significantly associated with 4C interacting domains. Indeed, CTCF plays an important role in nuclear structure and is often found at the boundary between topological domains [71–73]. Furthermore, regions containing escape genes are preferentially engaged in long range *cis*-interactions [43]. Previous studies have shown that specific boundary elements possibly involving CTCF may have a role in the segregation of silenced domains from escape domains [21,74]. The low density of CTCF peaks observed in Patski cells may result in a more relaxed structure of the Xi in the cell line, leading to an expansion of escape domains. Interestingly, disruption of CTCF binding at the borders of domains enriched in H3K27me3 in *Drosophila* results in a reduction in H3K27me3 levels in repressed domains [75], and loss of CTCF binding at super-enhancers results in increased expression of adjacent genes [76]. It is important to note that a previous 5C study of the XIC has reported CTCF binding both at the boundaries of topologically associating domains (TADs) and within TADs, suggesting that CTCF is not the sole factor in determining Xi organization [77]. Further studies will help define other elements that may help structure the Xi.

In summary, we demonstrate the utility of a mouse model to study XCI in vivo. Using this resource novel tissue-specific escape genes have been identified. Escape genes are associated with an open chromatin structure and CTCF binding may influence the definition of differential chromatin architecture of the X.

## Materials and Methods

### Tissue collection, hybrid mouse model and cell culture

Ovaries, spleen, liver, and whole brain were collected from female F1 obtained by mating C57B/6J females that carry a deletion of the *Xist* proximal A-repeat (*Xist* ^*Δ*^) (B6.Cg-Xist<tm5Sado>, RIKEN) [27] with *M*. *spretus* males (Jackson Labs). Female progeny were genotyped to verify inheritance of the *Xist* ^Δ^ allele using specific primers [27]. F1 mice that inherited a maternal X chromosome with an *Xist* ^*Δ*^ fail to silence the BL6 X and thus have complete skewing of XCI of the paternal *spretus* X. All procedures involving animals were reviewed and approved by the University Institutional Animal Care and Use Committee (IACUC), and were performed in accordance with the Guiding Principles for the Care and Use of Laboratory Animals. Patski cells were cultured as previously described [18].

### Validation of allelic expression

To verify skewing of XCI, cDNA and control genomic DNA (gDNA) extracted from each tissue were subject to PCR amplification of *Ubqln2* followed by Sanger sequencing (S10 Table). A similar approach was used to confirm the XCI status of *Mid1*, *Bmp15* and *Vsig4*, *Rlim*, *Shroom4*, *Car5b*, and *5530601H04Rik* (S10 Table). Allele-specific RT-PCR was done to confirm Xi expression of *Plp1*, *Cfp*, *Hdac6*. Briefly, cDNA was made by Superscript II reverse transcriptase (Life Technologies) using oligo-dT primers according to manufacturer's protocol. PCR reactions with non-species specific and BL6-specific or *spretus*-specific primers (S10 Table) were performed using tissues from BL6, *spretus* and *Xist* ^*Δ*^ hybrid F1 mice. *Actinβ* was used as a positive control. For quantification, gel band intensities were measured using ImageJ software (http://imagej.nih.gov/ij/) and, together with RNA-seq Xi levels, plotted to compare expression from the Xi and Xa.

### ChIP-seq with allele-specific analyses

ChIP-seq using PolII-S5p (Abcam) and CTCF (Millipore) ChIP-grade antibodies were performed as described [26]. The specificity of the PolII-S5p antibody (Abcam) was verified by blocking immunostaining with synthetic peptides (Abcam ab18488). A pseudo-*spretus* genome was assembled by substituting available SNPs (from Sanger) into the BL6 UCSC Genome Browser NCBIv37/mm9 reference genome. Reads from genomic DNA sequencing, ChIP-seq, and DNase I-seq experiments were mapped separately to the BL6 reference sequence (mm9) and to the pseudo-*spretus* genome using BWA/v0.5.9 [78] with default parameters. Only those reads that mapped uniquely and with a high-quality mapping score (MAPQ ≥ 30) to either the BL6 genome or the pseudo-*spretus* genome were kept for allele-specific analyses (see details in main text).

### RNA-seq with allele-specific analyses

RNA-seq experiments were done as described [18,26]. Exonic RNA-seq reads were mapped using bowtie/v0.12.7 [79] to both the genome and transcriptome and gene expression was estimated using Tophat/v2.0.2 [29] with default parameters. Only those reads that mapped uniquely and with a high-quality mapping score (MAPQ ≥ 30) to either the BL6 genome or the pseudo-*spretus* genome were kept for allele-specific analyses. Since *Eif2s3x* exons (except exon 1) have a high sequence similarity to another X region (chrX: 31680780–31684279), we included reads contained in exons with a low MAPQ score for this gene. Post filtering of expression levels and Xi SNP reads was done to remove genes with low expression and/or limited Xi-SNP reads. In addition, a binomial model for comparison of Xi-SNP reads to total-SNP reads (Xi+Xa) for all exons of each gene was used to call genes that escaped at levels below the Xi/Xa ratio threshold cutoff. Reads containing informative SNPs were assigned to each haploid genome. For the whole X chromosome we used 1,532,011 SNPs, including 597,315 SNPs in gene bodies, and 31,062 SNPs in exons. Gene expression analyses were performed as described in the main text.

### Data access

RNA-seq data for the Patski cell line are deposited to the NCBI Gene expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSM970866. ChIP-seq data for PolII-S5p occupancy in brain and Patski cells are deposited under the accession number GSE44255. RNA-seq data for mouse tissues and ChIP-seq data for CTCF binding in brain and Patski cells is deposited to the GEO database under accession number GSE59779. Patski cell line DNase I hypersensitivity data is deposited under the accession number GSM1014171.

### Ethics statement

For mice sacrificed, euthanasia was accomplished using two methods (carbon dioxide asphyxiation followed by cervical dislocation) as required by the University of Washington's Office of Animal Welfare. Husbandry and all other procedures were approved by University of Washington's Office of Animal Welfare.

## Supporting Information

S1 Fig Validation of skewing of XCI in mouse model and validation of *Plp1*, *Mid1*, *Vsig4*, and *Bmp15* expression profiles. (A) Sanger sequencing of *Ubqln2* RT-PCR products confirms XCI skewing in F1 female mice. cDNA tracings show only the BL6 allele in brain, ovary, and spleen, while gDNA tracing confirms heterozygosity at a SNP (C in BL6 and T in *spretus*). Arrows indicate SNP positions. (B) mRNA SNP read distribution profiles obtained by RNA-seq for *Ubqln2* demonstrate the absence of *spretus* Xi reads in brain, ovary and spleen. Xa SNP reads are in blue and Xi SNP reads in green. (C) Validation of escape from XCI for *Plp1* using RT-PCR with species-specific primers. Gel electrophoresis of RT-PCR products using non-species-specific primers and *spretus*-specific primers (S10 Table) in BL6, *spretus*, and F1 brain in which the Xi is from *spretus*. *ActinB* was used as a control. Control reactions include "No RT" (no reverse transcriptase) and H_2_O (instead of primers). (D) Xi expression of *Plp1* was determined to be 1.5% of total *Plp1* expression in F1 brain by gel band quantification measured by Imagej. (E) *Mid1* cDNA Sanger sequencing confirms inactivation of the *spretus* allele in brain, while gDNA tracing shows heterozygosity of *Mid1* (C in BL6 and G *in spretus*). Arrows indicate SNP positions. (F) mRNA SNP read distribution profiles obtained by RNA-seq for *Vsig4* a gene that escapes XCI in spleen, but is subject to XCI in liver. Xa SNP reads are in blue and Xi SNP reads in green. (G) *Vsig4* cDNA Sanger sequencing tracings confirm bi-allelic expression in spleen but not liver, while gDNA tracings show SNP heterozygosity (T in BL6 and C in *spretus*). Arrows indicate SNP positions. (H) mRNA SNP read distribution profiles obtained by RNA-seq show bi-allelic expression of *Bmp15* in ovary, but not in brain or spleen. Xa SNP reads are in blue and Xi SNP reads in green. (I) *Bmp15* cDNA Sanger sequencing tracing confirms escape from XCI for in ovary while gDNA tracing shows SNP heterozygosity (A in BL6 and G in *spretus*). Arrows indicate SNP positions.
(PDF) Click here for additional data file.

S2 Fig PolII-S5p enrichment, DNase I sensitivity correlate with escape from XCI. (A, B) Examples of allele-specific PolII-S5p occupancy profiles and expression (mRNA) profiles at *Kdm6a*, a common escape gene in brain (A) and Patski cells (B). PolII-S5p is enriched at the promoter region (highlighted by a red box) on both the Xa and the Xi. DNase I hypersensitivity tested in Patski cells only is also increased at the promoter region (highlighted by a red box) on both the Xa and Xi. Xa SNP reads are in blue and Xi SNP reads in green. (C, D) Same analysis for the lncRNA *5530601H04Rik*, another common escape gene. (E, F) Same analysis for *Shroom4*, a gene subject to XCI in brain (labeled blue) but that escapes XCI in Patski cells (labeled orange). PolII-S5p is enriched at the promoter region (highlighted by a red box) of *Shroom4* on both the Xa and the Xi in Patski cells, whereas enrichment is limited to the Xa in brain. DNase I hypersensitivity tested in Patski cells only is also increased at the promoter region (highlighted by a red box) on both the Xa and Xi.
(PDF) Click here for additional data file.

S3 Fig Verification of CTCF SNP-reads at imprinted autosomal genes and distribution of non-promoter CTCF binding on the Xi. (A) CTCF ChIP-seq analysis in brain and Patski cells at two imprinted regions. On mouse chromosome 7 *H19* is only expressed from the maternal allele while *Peg13* on mouse chromosome 15 is expressed from the paternal allele. CTCF binding upstream of these genes is high on the allele from which they are expressed, in agreement with a previous study [44]. M, maternal allele and P, paternal allele, T, total reads from both alleles. The differentially methylated regions (DMR) are indicated. (B) Non-promoter significant CTCF Xi-binding clusters were mapped along the Xi in brain and Patski cells (compare to Fig. 6A). After CTCF peaks located around promoters (±1kb from the TSS) were excluded Xi- and both-preferred peaks were determined by a binomial model and used for density analysis. Red bars represent merger of clusters of CTCF Xi-binding peaks, while purple dots represent escape genes. Non-promoter significant Xi-binding CTCF binding clusters tend to co-localize in regions containing escape genes and are more abundant in brain than Patski cells. Horizontal axis represents the Xi in Mb. The vertical axis is the negative log of the calculated binomial p-value [-log (p-value)]. The thin red dashed line represents a 0.01 p-value cutoff.
(PDF) Click here for additional data file.

S4 Fig SNP-reads distribution for mRNA and CTCF. (A) Example of mRNA SNP read distribution profiles and allele-specific CTCF distribution profiles at the *Kdm5c*-*Iqsec2* region in brain and Patski cells (see also Fig. 7). (B) Example of mRNA SNP read distribution profiles and allele-specific CTCF distribution profiles at the *Car5b* and *Siah1b* region in brain and Patski cells (see also Fig. 7). RNA-seq read quantification was done by normalizing reads from the Xi to total reads (Xi + Xa) in two biological replicates. Xa SNP reads are in blue and Xi SNP reads in green. Genes that escape XCI are labeled orange and genes subject to XCI blue.
(PDF) Click here for additional data file.

S1 Table Summary of X-linked genes examined by allelic RNA-seq expression analysis in mouse tissues and Patski cells. (XLSX) Click here for additional data file.

S2 Table Escape genes in brain using ≥2 Xi-SRPM cutoff. (XLSX) Click here for additional data file.

S3 Table Escape genes in spleen using ≥2 Xi-SRPM cutoff. (XLSX) Click here for additional data file.

S4 Table Escape genes in ovary using ≥2 Xi-SRPM cutoff. (XLSX) Click here for additional data file.

S5 Table Functions of genes that escape XCI. (XLSX) Click here for additional data file.

S6 Table Domain distribution of escape genes in Patski cells using ≥2 Xi-SRPM cutoff. (XLSX) Click here for additional data file.

S7 Table CTCF binding peaks located on the Xi or on both Xi and Xa in brain and Patski cells. (XLSX) Click here for additional data file.

S8 Table Analysis of CTCF allelic enrichment in 4C domains in brain and Patski cells (XLSX) Click here for additional data file.

S9 Table Analysis of CTCF peaks in transition regions (XLSX) Click here for additional data file.

S10 Table Primers for Sanger sequencing and allelic validation. (XLSX) Click here for additional data file.

S1 Dataset RPKM and RNA-SNP-read counts in Patski cells and tissues. (XLS) Click here for additional data file.

S2 Dataset Allelic X-promoter association of PolII and CTCF in brain. (XLSX) Click here for additional data file.

S3 Dataset Allelic X-promoter association of PolII and CTCF in Patski cells. (XLSX) Click here for additional data file.

## References

[1] DengX, BerletchJB, NguyenDK, DistecheCM (2014) X chromosome regulation: diverse patterns in development, tissues and disease. Nat Rev Genet 15: 367–378. 10.1038/nrg3687 24733023PMC4117651

[2] LessingD, AngueraMC, LeeJT (2013) X chromosome inactivation and epigenetic responses to cellular reprogramming. Annu Rev Genomics Hum Genet 14: 85–110. 10.1146/annurev-genom-091212-153530 23662665

[3] BerletchJB, YangF, XuJ, CarrelL, DistecheCM (2011) Genes that escape from X inactivation. Hum Genet 130: 237–245. 10.1007/s00439-011-1011-z 21614513PMC3136209

[4] PeetersSB, CottonAM, BrownCJ (2014) Variable escape from X-chromosome inactivation: Identifying factors that tip the scales towards expression. Bioessays 10.1002/bies.201400032PMC414396724913292

[5] AndersonCL, BrownCJ (2002) Variability of X chromosome inactivation: effect on levels of TIMP1 RNA and role of DNA methylation. Hum Genet 110: 271–278. 1193534010.1007/s00439-002-0676-8

[6] CarrelL, WillardHF (2005) X-inactivation profile reveals extensive variability in X-linked gene expression in females. Nature 434: 400–404. 1577266610.1038/nature03479

[7] CottonAM, GeB, LightN, AdoueV, PastinenT, et al (2013) Analysis of expressed SNPs identifies variable extents of expression from the human inactive X chromosome. Genome Biol 14: R122 10.1186/gb-2013-14-11-r122 24176135PMC4053723

[8] BondyCA (2007) Care of girls and women with Turner syndrome: a guideline of the Turner Syndrome Study Group. J Clin Endocrinol Metab 92: 10–25. 1704701710.1210/jc.2006-1374

[9] ZinnAR, PageDC, FisherEM (1993) Turner syndrome: the case of the missing sex chromosome. Trends Genet 9: 90–93. 848856810.1016/0168-9525(93)90230-f

[10] MurakamiK, OhhiraT, OshiroE, QiD, OshimuraM, et al (2009) Identification of the chromatin regions coated by non-coding Xist RNA. Cytogenet Genome Res 125: 19–25. 10.1159/000207514 19617692

[11] EngreitzJM, Pandya-JonesA, McDonelP, ShishkinA, SirokmanK, et al (2013) The Xist lncRNA exploits three-dimensional genome architecture to spread across the X chromosome. Science 341: 1237973 10.1126/science.1237973 23828888PMC3778663

[12] SimonMD, PinterSF, FangR, SarmaK, Rutenberg-SchoenbergM, et al (2013) High-resolution Xist binding maps reveal two-step spreading during X-chromosome inactivation. Nature 504: 465–469. 10.1038/nature12719 24162848PMC3904790

[13] BoggsBA, CheungP, HeardE, SpectorDL, ChinaultAC, et al (2002) Differentially methylated forms of histone H3 show unique association patterns with inactive human X chromosomes. Nat Genet 30: 73–76. 1174049510.1038/ng787

[14] CalabreseJM, SunW, SongL, MugfordJW, WilliamsL, et al (2012) Site-specific silencing of regulatory elements as a mechanism of X inactivation. Cell 151: 951–963. 10.1016/j.cell.2012.10.037 23178118PMC3511858

[15] ChangolkarLN, SinghG, CuiK, BerletchJB, ZhaoK, et al (2010) Genome-wide distribution of macroH2A1 histone variants in mouse liver chromatin. Mol Cell Biol 30: 5473–5483. 10.1128/MCB.00518-10 20937776PMC2976432

[16] GilbertSL, SharpPA (1999) Promoter-specific hypoacetylation of X-inactivated genes. Proc Natl Acad Sci U S A 96: 13825–13830. 1057015710.1073/pnas.96.24.13825PMC24149

[17] KhalilAM, DriscollDJ (2007) Trimethylation of histone H3 lysine 4 is an epigenetic mark at regions escaping mammalian X inactivation. Epigenetics 2: 114–118. 1796560910.4161/epi.2.2.4612

[18] YangF, BabakT, ShendureJ, DistecheCM (2010) Global survey of escape from X inactivation by RNA-sequencing in mouse. Genome Res 20: 614–622. 10.1101/gr.103200.109 20363980PMC2860163

[19] CottonAM, LamL, AffleckJG, WilsonIM, PenaherreraMS, et al (2011) Chromosome-wide DNA methylation analysis predicts human tissue-specific X inactivation. Hum Genet 130: 187–201. 10.1007/s00439-011-1007-8 21597963PMC3132437

[20] ListerR, MukamelEA, NeryJR, UrichM, PuddifootCA, et al (2013) Global epigenomic reconfiguration during mammalian brain development. Science 341: 1237905 10.1126/science.1237905 23828890PMC3785061

[21] FilippovaGN, ChengMK, MooreJM, TruongJP, HuYJ, et al (2005) Boundaries between chromosomal domains of X inactivation and escape bind CTCF and lack CpG methylation during early development. Dev Cell 8: 31–42. 1566914310.1016/j.devcel.2004.10.018

[22] LiN, CarrelL (2008) Escape from X chromosome inactivation is an intrinsic property of the Jarid1c locus. Proc Natl Acad Sci U S A 105: 17055–17060. 10.1073/pnas.0807765105 18971342PMC2579377

[23] LingenfelterPA, AdlerDA, PoslinskiD, ThomasS, ElliottRW, et al (1998) Escape from X inactivation of Smcx is preceded by silencing during mouse development. Nat Genet 18: 212–213. 950053910.1038/ng0398-212

[24] FinnEH, SmithCL, RodriguezJ, SidowA, BakerJC (2014) Maternal bias and escape from X chromosome imprinting in the midgestation mouse placenta. Dev Biol 390: 80–92. 10.1016/j.ydbio.2014.02.020 24594094PMC4045483

[25] WuH, LuoJ, YuH, RattnerA, MoA, et al (2014) Cellular resolution maps of x chromosome inactivation: implications for neural development, function, and disease. Neuron 81: 103–119. 10.1016/j.neuron.2013.10.051 24411735PMC3950970

[26] DengX, BerletchJB, MaW, NguyenDK, HiattJB, et al (2013) Mammalian X Upregulation Is Associated with Enhanced Transcription Initiation, RNA Half-Life, and MOF-Mediated H4K16 Acetylation. Dev Cell S1534–5807(13)00101–9 [pii] 10.1016/j.devcel.2013.01.028.10.1016/j.devcel.2013.01.028PMC366279623523075

[27] HokiY, KimuraN, KanbayashiM, AmakawaY, OhhataT, et al (2009) A proximal conserved repeat in the Xist gene is essential as a genomic element for X-inactivation in mouse. Development 136: 139–146. 10.1242/dev.026427 19036803

[28] WaterstonRH, Lindblad-TohK, BirneyE, RogersJ, AbrilJF, et al (2002) Initial sequencing and comparative analysis of the mouse genome. Nature 420: 520–562. 1246685010.1038/nature01262

[29] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, et al (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 28: 511–515. 10.1038/nbt.1621 20436464PMC3146043

[30] ReiniusB, JohanssonMM, RadomskaKJ, MorrowEH, PandeyGK, et al (2012) Abundance of female-biased and paucity of male-biased somatically expressed genes on the mouse X-chromosome. BMC Genomics 13: 607 10.1186/1471-2164-13-607 23140559PMC3534601

[31] NguyenDK, YangF, KaulR, AlkanC, AntonellisA, et al (2011) Clcn4–2 genomic structure differs between the X locus in Mus spretus and the autosomal locus in Mus musculus: AT motif enrichment on the X. Genome Res 21: 402–409. 10.1101/gr.108563.110 21282478PMC3044854

[32] WernerHB, Kramer-AlbersEM, StrenzkeN, SaherG, TenzerS, et al (2013) A critical role for the cholesterol-associated proteolipids PLP and M6B in myelination of the central nervous system. Glia 61: 567–586. 10.1002/glia.22456 23322581

[33] GordonSL, CousinMA (2013) X-linked intellectual disability-associated mutations in synaptophysin disrupt synaptobrevin II retrieval. J Neurosci 33: 13695–13700. 10.1523/JNEUROSCI.0636-13.2013 23966691PMC3755716

[34] Strobl-WildemannG, KalscheuerVM, HuH, WrogemannK, RopersHH, et al (2011) Novel GDI1 mutation in a large family with nonsyndromic X-linked intellectual disability. Am J Med Genet A 155A: 3067–3070. 10.1002/ajmg.a.34291 22002931

[35] MathisC, BottJB, CandussoMP, SimoninF, CasselJC (2011) Impaired striatum-dependent behavior in GASP-1-knock-out mice. Genes Brain Behav 10: 299–308. 10.1111/j.1601-183X.2010.00666.x 21091868

[36] ChoiHM, LeeYA, YangHI, YooMC, KimKS (2011) Increased levels of thymosin beta4 in synovial fluid of patients with rheumatoid arthritis: association of thymosin beta4 with other factors that are involved in inflammation and bone erosion in joints. Int J Rheum Dis 14: 320–324. 10.1111/j.1756-185X.2011.01652.x 22004227

[37] KimKH, ChoiBK, SongKM, ChaKW, KimYH, et al (2013) CRIg signals induce anti-intracellular bacterial phagosome activity in a chloride intracellular channel 3-dependent manner. Eur J Immunol 43: 667–678. 10.1002/eji.201242997 23280470

[38] LesherAM, NilssonB, SongWC (2013) Properdin in complement activation and tissue injury. Mol Immunol 56: 191–198. 10.1016/j.molimm.2013.06.002 23816404PMC3730815

[39] MorethK, BrodbeckR, BabelovaA, GretzN, SpiekerT, et al (2010) The proteoglycan biglycan regulates expression of the B cell chemoattractant CXCL13 and aggravates murine lupus nephritis. J Clin Invest 120: 4251–4272. 10.1172/JCI42213 21084753PMC2993585

[40] HeardE, TurnerJ (2011) Function of the sex chromosomes in mammalian fertility. Cold Spring Harbor perspectives in biology 3: a002675 10.1101/cshperspect.a002675 21730045PMC3179336

[41] ENCODE Project Consortium MR, StamatoyannopoulosJ, SnyderM, DunhamI, HardisonRC, BernsteinBE, GingerasTR, KentWJ, BirneyE et al (2011) A user's guide to the encyclopedia of DNA elements (ENCODE). PLoS Biol 9: e1001046 10.1371/journal.pbio.1001046 21526222PMC3079585

[42] HacisuleymanE, GoffLA, TrapnellC, WilliamsA, Henao-MejiaJ, et al (2014) Topological organization of multichromosomal regions by the long intergenic noncoding RNA Firre. Nat Struct Mol Biol 21: 198–206. 10.1038/nsmb.2764 24463464PMC3950333

[43] SplinterE, de WitE, NoraEP, KlousP, van de WerkenHJ, et al (2011) The inactive X chromosome adopts a unique three-dimensional conformation that is dependent on Xist RNA. Genes Dev 25: 1371–1383. 10.1101/gad.633311 21690198PMC3134081

[44] PrickettAR, BarkasN, McColeRB, HughesS, AmanteSM, et al (2013) Genomewide and parental allele-specific analysis of CTCF and cohesin DNA binding in mouse brain reveals a tissue-specific binding pattern and an association with imprinted differentially methylated regions. Genome Res gr.150136.112 [pii] 10.1101/gr.150136.112.10.1101/gr.150136.112PMC378726023804403

[45] JiH, JiangH, MaW, JohnsonDS, MyersRM, et al (2008) An integrated software system for analyzing ChIP-chip and ChIP-seq data. Nat Biotechnol 26: 1293–1300. 10.1038/nbt.1505 18978777PMC2596672

[46] MaW, WongWH (2011) The analysis of ChIP-Seq data. Methods Enzymol 497: 51–73. 10.1016/B978-0-12-385075-1.00003-2 21601082

[47] ZhangY, LiuT, MeyerCA, EeckhouteJ, JohnsonDS, et al (2008) Model-based analysis of ChIP-Seq (MACS). Genome Biol 9: R137 10.1186/gb-2008-9-9-r137 18798982PMC2592715

[48] OngCT, CorcesVG (2014) CTCF: an architectural protein bridging genome topology and function. Nat Rev Genet 15: 234–246. 10.1038/nrg3663 24614316PMC4610363

[49] BellottDW, HughesJF, SkaletskyH, BrownLG, PyntikovaT, et al (2014) Mammalian Y chromosomes retain widely expressed dosage-sensitive regulators. Nature 508: 494–499. 10.1038/nature13206 24759411PMC4139287

[50] CortezD, MarinR, Toledo-FloresD, FroidevauxL, LiechtiA, et al (2014) Origins and functional evolution of Y chromosomes across mammals. Nature 508: 488–493. 10.1038/nature13151 24759410

[51] UtamiKH, HillmerAM, AksoyI, ChewEG, TeoAS, et al (2014) Detection of chromosomal breakpoints in patients with developmental delay and speech disorders. PLoS One 9: e90852 10.1371/journal.pone.0090852 24603971PMC3946304

[52] Dal ZottoL, QuaderiNA, ElliottR, LingerfelterPA, CarrelL, et al (1998) The mouse Mid1 gene: implications for the pathogenesis of Opitz syndrome and the evolution of the mammalian pseudoautosomal region. Hum Mol Genet 7: 489–499. 946700910.1093/hmg/7.3.489

[53] IsenseeJ, WittH, PreglaR, HetzerR, Regitz-ZagrosekV, et al (2008) Sexually dimorphic gene expression in the heart of mice and men. J Mol Med (Berl) 86: 61–74. 1764694910.1007/s00109-007-0240-zPMC2755745

[54] LiJ, ChenX, McCluskyR, Ruiz-SundstromM, ItohY, et al (2014) The number of X chromosomes influences protection from cardiac ischaemia/reperfusion injury in mice: one X is better than two. Cardiovasc Res 102: 375–384. 10.1093/cvr/cvu064 24654234PMC4030514

[55] XuJ, BurgoynePS, ArnoldAP (2002) Sex differences in sex chromosome gene expression in mouse brain. Hum Mol Genet 11: 1409–1419. 1202398310.1093/hmg/11.12.1409

[56] XuJ, DengX, DistecheCM (2008) Sex-specific expression of the X-linked histone demethylase gene Jarid1c in brain. PLoS One 3: e2553 10.1371/journal.pone.0002553 18596936PMC2438472

[57] XuJ, DengX, WatkinsR, DistecheCM (2008) Sex-specific differences in expression of histone demethylases Utx and Uty in mouse brain and neurons. J Neurosci 28: 4521–4527. 10.1523/JNEUROSCI.5382-07.2008 18434530PMC2643472

[58] BrawandD, SoumillonM, NecsuleaA, JulienP, CsardiG, et al (2011) The evolution of gene expression levels in mammalian organs. Nature 478: 343–348. 10.1038/nature10532 22012392

[59] KnickmeyerRC (2012) Turner syndrome: advances in understanding altered cognition, brain structure and function. Curr Opin Neurol 25: 144–149. 10.1097/WCO.0b013e3283515e9e 22322416

[60] JorgensenKT, RostgaardK, BacheI, BiggarRJ, NielsenNM, et al (2010) Autoimmune diseases in women with Turner's syndrome. Arthritis Rheum 62: 658–666. 10.1002/art.27270 20187158

[61] TakagiN, SasakiM (1975) Preferential inactivation of the paternally derived X chromosome in the extraembryonic membranes of the mouse. Nature 256: 640–642. 115299810.1038/256640a0

[62] CottonAM, ChenCY, LamLL, WassermanWW, KoborMS, et al (2014) Spread of X-chromosome inactivation into autosomal sequences: role for DNA elements, chromatin features and chromosomal domains. Hum Mol Genet 23: 1211–1223. 10.1093/hmg/ddt513 24158853PMC4051349

[63] Al NadafS, DeakinJE, GilbertC, RobinsonTJ, GravesJA, et al (2012) A cross-species comparison of escape from X inactivation in Eutheria: implications for evolution of X chromosome inactivation. Chromosoma 121: 71–78. 10.1007/s00412-011-0343-8 21947602PMC3260438

[64] EhrlichM, LaceyM (2013) DNA methylation and differentiation: silencing, upregulation and modulation of gene expression. Epigenomics 5: 553–568. 10.2217/epi.13.43 24059801PMC3864898

[65] LundRJ, NarvaE, LahesmaaR (2012) Genetic and epigenetic stability of human pluripotent stem cells. Nat Rev Genet 13: 732–744. 10.1038/nrg3271 22965355

[66] KuceraKS, ReddyTE, PauliF, GertzJ, LoganJE, et al (2011) Allele-specific distribution of RNA polymerase II on female X chromosomes. Hum Mol Genet 20: 3964–3973. 10.1093/hmg/ddr315 21791549PMC3177651

[67] DingZ, NiY, TimmerSW, LeeBK, BattenhouseA, et al (2014) Quantitative genetics of CTCF binding reveal local sequence effects and different modes of X-chromosome association. PLoS Genet 10: e1004798 10.1371/journal.pgen.1004798 25411781PMC4238955

[68] KungJT, KesnerB, AnJY, AhnJY, Cifuentes-RojasC, et al (2015) Locus-Specific Targeting to the X Chromosome Revealed by the RNA Interactome of CTCF. Mol Cell 10.1016/j.molcel.2014.12.006PMC431620025578877

[69] ZlatanovaJ, CaiafaP (2009) CTCF and its protein partners: divide and rule? J Cell Sci 122: 1275–1284. 10.1242/jcs.039990 19386894

[70] RaoSS, HuntleyMH, DurandNC, StamenovaEK, BochkovID, et al (2014) A 3D Map of the Human Genome at Kilobase Resolution Reveals Principles of Chromatin Looping. Cell 159: 1665–1680. 10.1016/j.cell.2014.11.021 25497547PMC5635824

[71] DixonJR, SelvarajS, YueF, KimA, LiY, et al (2012) Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature 485: 376–380. 10.1038/nature11082 22495300PMC3356448

[72] SeitanVC, FaureAJ, ZhanY, McCordRP, LajoieBR, et al (2013) Cohesin-based chromatin interactions enable regulated gene expression within preexisting architectural compartments. Genome Res 23: 2066–2077. 10.1101/gr.161620.113 24002784PMC3847776

[73] ZuinJ, DixonJR, van der ReijdenMI, YeZ, KolovosP, et al (2014) Cohesin and CTCF differentially affect chromatin architecture and gene expression in human cells. Proc Natl Acad Sci U S A 111: 996–1001. 10.1073/pnas.1317788111 24335803PMC3903193

[74] HorvathLM, LiN, CarrelL (2013) Deletion of an x-inactivation boundary disrupts adjacent gene silencing. PLoS Genet 9: e1003952 10.1371/journal.pgen.1003952 24278033PMC3836711

[75] Van BortleK, RamosE, TakenakaN, YangJ, WahiJE, et al (2012) Drosophila CTCF tandemly aligns with other insulator proteins at the borders of H3K27me3 domains. Genome Res 22: 2176–2187. 10.1101/gr.136788.111 22722341PMC3483547

[76] DowenJM, FanZP, HniszD, RenG, AbrahamBJ, et al (2014) Control of cell identity genes occurs in insulated neighborhoods in mammalian chromosomes. Cell 159: 374–387. 10.1016/j.cell.2014.09.030 25303531PMC4197132

[77] NoraEP, LajoieBR, SchulzEG, GiorgettiL, OkamotoI, et al (2012) Spatial partitioning of the regulatory landscape of the X-inactivation centre. Nature 485: 381–385. 10.1038/nature11049 22495304PMC3555144

[78] LiH, DurbinR (2009) Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25: 1754–1760. 10.1093/bioinformatics/btp324 19451168PMC2705234

[79] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

How the deposited data were processed for this re-analysis (not part of the article)

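RNA-seq of F1 brain (2 replicates), spleen (2 replicates) and ovary (1 sample) was analysed from the processed tables the authors deposited, 1 per sample, each with 23699 gene rows and 5 columns. RPKM, as deposited, was made by the authors with cufflinks from all mapped reads of both alleles, after alignment with Tophat and bowtie to the mm9 (BL6) genome and to a pseudo-spretus genome made by substituting SNPs. The allele-specific values are expected counts: as deposited, they are the numbers of exonic reads with BL6 or spretus SNPs per gene, for which the authors kept uniquely mapped reads with a mapping quality of at least 30 whose SNPs all came from the same species. Some of these counts are not whole numbers, and how the authors divided shared reads was not found in the paper. The header of the tables has a name more than the tables have columns, so the columns were identified from their values.

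Reads were not realigned. Symbols that occur in more than 1 row were taken from the row listed before the others, which leaves 23235 symbols, 1017 of them on chromosome X. Gene coordinates are those of the tables on mm9 (NCBI37), 1-based. RIKEN genes are written by the Ensembl identifier that the annotation of the same build (GENCODE for NCBIM37) pairs with their symbol.

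Depth was solved from the Xa-SRPM of the genes in S2–S4 Tables and their BL6 SNP reads. It was 104241351 and 36430219 uniquely mapped reads in brain replicates 1 and 2, 88842033 and 32538749 in spleen replicates 1 and 2, and 78210220 in ovary. The mapping-bias ratio was solved from the escape probabilities of the same tables and checked against the ratio of autosomal spretus to BL6 reads. At the Xi-SRPM minimum of 2 a gene needs 20.8, 7.29, 17.8, 6.51 and 15.6 Xi reads in the samples in this order, which sets the smallest signal a call can rest on.

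A gene was called in a sample when the lower limit of its 99% normal interval lay above 0, its RPKM was at least 1 and its Xi-SRPM at least 2. It was an escape gene in brain or spleen when called in both replicates and variable when called in 1, and an escape gene in ovary when called in the ovary sample. Assessable genes had an RPKM of at least 1 in every sample of the tissue and at least 1 SNP read. Xi shares are corrected for mapping bias with the ratio of the sample, given as mean and SD over replicates, or with a 95% Wilson interval for a single sample; the smallest detectable share is 3 reads of the total. The design written before the files arrived named the SNP reads of S1 Dataset for the calls; the deposited tables hold the same counts for all X-linked genes but Eif2s3x and were used throughout, with S1 Dataset as an alternative added afterwards.

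RPKM was compared between tissues with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(RPKM + 1), over 16419 genes with an RPKM of at least 1 in at least 1 sample, with Benjamini-Hochberg adjustment and a threshold of 0.05. The ovary enters with 1 sample, so the variance comes from brain and spleen. The comparison of brain and spleen was repeated with the replicate number as a block. Xi shares were compared with Fisher's exact test within each replicate, and relations across genes and gene sets with 100000 random permutations, for which 1e-05 is the smallest p. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

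Genes named in the text follow a rule written before the files arrived: every gene of Table 1, every other X-linked gene the paper names for a measurement in these tissues, and the 5 X-linked genes with the largest positive and the 5 with the largest negative difference between brain and spleen among those past the threshold whose samples did not overlap between tissues. Genes outside the rule appear where they belong to a complete list, such as the variable escape genes, or to a flagged result. Alternatives set before the files arrived changed the pseudocount, the filter on low RPKM, quantile normalization, the trend of eBayes, the Xi-SRPM and RPKM minimums, the interval, the mapping-bias correction, the background the lower limit is compared with, the genes of each relation, and left out each replicate in turn. The limma step was tested on simulated data with 200 genes changed by 4 on the log2 scale: 183 were recovered (91.5%), 12 other genes were called, and 0 were called in data without change. The escape rule was tested on simulated data with 200 escape genes at an Xi share of 30%. Of these, 200 were recovered with 0 false calls, and the Wilson intervals covered the simulated share for 95.5% of genes. Escape genes with a low Xi share, near the pooled share of uncalled genes, were not simulated, so the test says nothing about such calls.

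PolII-S5p reads were taken from S2 Dataset and are the paper's. Patski cells, kidney, liver, ChIP-seq, DNase I and CTCF data are not in the files analysed here, and reads on introns or at single SNPs were not analysed here. Tests by splitting the samples into other groups were left out because no group has 3 samples.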

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

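Grb10 (chromosome 11 of mm9, 11830502 to 11937423) was flagged by a difference between tissues: 5.33567% ± 1.33 of its SNP reads were BL6 in brain and 98.0% ± 0.055 in spleen (SD, n = 2 each), and 98.8% in ovary (no replicates). It was the only such gene among 5195 autosomal genes with at least 100 SNP reads in every sample, when a switch was taken as over 80% in 1 tissue and under 20% in another. A strain variant or a SNP wrongly assigned would show the same allele in all tissues, since the same SNPs are counted. The BL6 share in spleen, 98.0255%, was the opposite of that in brain, so this explanation was set aside. This value is part of what flagged the gene and is not a separate test. The prediction was made only after the result was seen. Reads shared with a paralog and a mixture of cell types were not tested, so the pattern is not told apart from them; imprinting that differs between tissues was not tested either.

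Gm6787 (chromosome X of mm9, 7674213 to 7683827, a processed transcript) was flagged as a signal the paper does not list. It met the escape rule in every sample but is not in Table 1 or S2–S4 Tables. The spretus share of its SNP reads was 98.0% and 94.9% in the brain replicates, 96.9% and 96.8% in the spleen replicates and 91.1458% in ovary. Expression or read assignment that follows the strain and not the inactive X would give a high spretus share in Patski cells too, whose Xi is the BL6 X. In the paper's S1 Dataset the share in Patski replicate 1 was 99.0385% (103 spretus reads and 1 BL6 read, with 3 reads in replicate 2). This fits the explanation but does not single it out, since a gene read from the spretus Xa alone would give the same value. In these cells Gprasp1 and Utp14a had a spretus share of 100%, and Kdm5c had 67.0%. The prediction was made only after the F1 values were seen. The explanation remains, and no biological explanation was tested.

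A further flag is a signal in data the paper did not analyse: 5 of 13 paternally expressed imprinted genes with at least 100 SNP reads in both brain replicates had a higher BL6 share in replicate 2, and 0 of these 13 had a higher share in replicate 1. The 5 were Nnat (3.24% and 26.5% BL6 in replicates 1 and 2), Impact (3.01% and 11.3%), Zrsr1 (0.540% and 6.14%), Usp29 (0.484% and 5.98%) and Peg3 (0.234% and 5.78%), each by Fisher's exact test with Benjamini-Hochberg adjustment over 17 tests; the largest adjusted p of these 5 was 2.4e-10, for Zrsr1. In spleen 1 of 4 such genes differed, Zrsr1 (0.705% and 5.34%, adjusted p = 0.0034, Fisher's exact test). Of 4 genes listed as maternally expressed with as many reads in brain, 2 had a lower BL6 share in replicate 2. They were Meg3 (99.7% and 98.2%, adjusted p = 1.4e-99) and Rian (99.6% and 98.2%, adjusted p = 9.1e-12, Fisher's exact test, adjusted over 6 tests). Grb10 (4.39% and 6.28% BL6) and Igf2r (57.4% and 62.4%) did not differ. Neither was read almost only from BL6 in brain, so neither can show whether a maternal share fell there. This comparison was added after the values were seen. Reads of another mouse or a higher rate of misassigned reads in replicate 2 would raise the BL6 share of every paternally expressed imprinted gene; it rose in 5 and was not different in 8, while the lower BL6 share of Meg3 and Rian in replicate 2 is in the direction that misassigned reads would give, so the test cannot tell. The prediction was made only after the result was seen, and the verdict was set to undecided after the maternally expressed genes were compared. Which female each replicate came from, the dissection of the brain and reads shared with other loci were not tested, so the pattern is not told apart from these or from misassigned reads.

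The last flag, again in data the paper did not analyse, concerns 8630 autosomal genes with at least 20 SNP reads and an RPKM of at least 1 in every sample. Of these, 9 were read at 95% or more from the same allele in every sample: 5 from BL6 (Supt4h1, Hn1, Phf5a, Tuba1b and ENSMUSG00000086938) and 4 from spretus (Peg13, Cfl1, Sgce and Ndn). Imprinting was weighed with a list of 24 imprinted genes: 3 of the 9 are on it (Peg13, Sgce and Ndn), fewer than imprinting as the main cause would give. Kcnq1ot1, also on the list, was left out by the RPKM minimum, at an RPKM of 0.183 to 0.630. It had at least 140 SNP reads and at most 1.37% BL6 reads in every sample, so the number of imprinted genes depends on this minimum. For reads at unreliable SNP positions or few SNPs, 1 of the 9, Peg13, had 100 or more SNP reads in every sample, but this counts reads and not SNPs, and Sgce and Ndn, which are on the list, had fewer reads too, so the test cannot tell. Both predictions were made before the tests, and the second verdict was set to undecided after its value was seen. The 6 genes that are not on the list are left without an explanation; they cannot be told apart from unreliable SNP positions, and no biological explanation other than imprinting was tested.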

How the results depend on the processing

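The main settings and all alternatives named here without a remark were chosen before the processed files arrived. A result counts as the same when a tested value keeps its direction and its side of the threshold, a count stays within 1.5 times the main count, or another value stays within 1 SD of the replicates. By this rule 10 of 29 headline results were the same under every alternative, and of 186 values under alternatives 141 were the same and 45 changed. The 10 were the number of escape genes in spleen (17, with 12 to 23 under alternatives), the number of assessable genes in each tissue, the number of group 2 genes with their highest RPKM in the tissue of escape (24, with 22 to 25), both relations with PolII-S5p, neighbouring escape genes in brain and ovary, and the lowest Xi/Xa ratio (0.202%, with 0.138% to 0.267%).

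Of the X-linked genes, 302 differed between brain and spleen, and 142 when only genes with an RPKM of at least 1 in every sample were tested; this filter removes genes that are below that level in any tissue and lowers the X-linked genes tested from 573 to 305. With this filter 80 genes were higher in brain and 62 higher in spleen, against 204 and 98 in the main setting. Of the 17 group 2 genes that could be tested, 10 were higher in their tissue of escape, against 18 of 26. Without a filter on low values 63 were higher in spleen. The 4 fits that each left out a replicate, which keep 1 residual degree of freedom, gave from 142 to 258 genes, from 126 to 168 higher in brain and from 16 to 90 higher in spleen, from 7 to 16 group 2 genes against the mean of the other tissues and from 5 to 10 of 11 between brain and spleen. With the replicate block 312 genes differed, against 314 without it on the same samples, so the pairing taken from the labels and the paper changed little (r = 0.136 between samples with the same number).

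The escape calls depended on the Xi-SRPM minimum, which sets how many Xi reads are needed. Variable escape genes numbered 13 in brain, with 30 at a minimum of 1, 2 at a minimum of 4 and 5 with the lower limit above the pooled Xi share of uncalled genes. In spleen they numbered 9, with 29 at a minimum of 1 and 5 at a minimum of 4. Escape genes in ovary numbered 33, with 66 at a minimum of 1 and 16 at a minimum of 4. Calling from a single replicate gave 20 to 23 escape genes in brain, against 15. Depth limits these counts: replicate 2 of each tissue meets the minimum with 7.29 (brain) or 6.51 (spleen) Xi reads, and Xi shares under 1% stand close to the share of uncalled genes.

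The median difference in log2(RPKM + 1) between escape and other genes in brain was 1.105; it was 2.289 and past the threshold with no Xi-SRPM minimum, and from 1.87 to 2.35 when a replicate was left out. In spleen it was 0.874, and from 1.41 to 1.51 on leaving out a replicate. In ovary it was 0.946 (permutation p = 0.0145) and 0.188, no longer past the threshold (permutation p = 0.694), with the lower limit above the pooled Xi share of uncalled genes, an alternative chosen after seeing the data. These alternatives change which genes count as escape genes and leave the RPKM values as they are, apart from the replicate left out.

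The relation of Xi share to distance from Xist was farthest from 0 in spleen without Gm6787 (rho = −0.264), and its sign was not fixed. In brain rho was 0.055, with −0.128 for escape and variable escape genes, −0.121 without Gm6787 (chosen after seeing the data), and from −0.0242 to 0.0462 when a replicate was left out. In spleen it was −0.041, with 0.00294 from the counts of S1 Dataset and −0.264 without Gm6787 (both chosen after seeing the data). It was −0.143 without the 2 genes farthest from the median distance, and from −0.05 to 0.0529 when a replicate was left out. In ovary it was 0.079, with −0.095 without the 2 genes farthest from the median distance and −0.0109 without Gm6787 (chosen after seeing the data). Each value rests on 14 to 32 genes in the main setting. For pairs of escape genes in spleen, 2 were within 500 kb, below the 2.99 expected, while 2 neighbouring pairs lay above the 0.774 expected; the window counts by distance and the neighbours by the order of assessable genes, so the expected numbers differ.

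The median Xi/Xa ratio was 7.27%, with 8.31% for genes of Table 1 only and from 7.04% to 7.93% when a replicate was left out. The highest ratio was 3584%, with 392.6% for genes of Table 1 only, from 3208% to 5217% when a replicate was left out, 392.6% without Gm6787 and 175.5% with the counts of S1 Dataset and without Gm6787, both of the latter chosen after seeing the data; it rests on the few Xa reads of Gm6787 and Eif2s3x. The Xi share differed between brain and spleen in 0 genes, in 3 with the reads of the replicates pooled, which removes the replicate check, and in 1 with the counts of S1 Dataset, chosen after seeing the data.

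Among results for single genes, 383 values under alternatives of 59 results gave 332 the same and 51 changed: 43 weaker, all on leaving out a replicate, 1 stronger, 4 moved and 3 reversed. Kif4, with a log2 fold change of 0.333 between ovary and the other tissues, had −0.0408 with quantile normalization and from −0.361 to 1.03 when a replicate was left out, and its RPKM in the spleen replicates was 4.58 and 37.3. Fam199x, with 0.364, had −0.174 with quantile normalization, which forces the same distribution of values on all samples.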

Differences from the paper's values

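For the Xi/Xa ratio of escape genes the paper gives a lowest value of 3%, a median of 18% and a highest value of 105%; from the deposited SNP reads they were 0.202% (Gprasp1 in brain), 7.27% and 3584% (Gm6787 in brain). None of the alternatives set before the files arrived closed these gaps: the lowest value ranged from 0.138% to 0.267%, the median from 7.04% to 8.31% and the highest value from 392.6% to 5217%. With alternatives chosen after seeing the values, without Gm6787 and with the counts of S1 Dataset, the median was 6.80% and the highest value 175.5%, which does not close them either.

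For the relation between PolII-S5p and RPKM in brain the paper shows an R squared of about 0.17 in Fig. 4C, read by eye, and 0.0815 was found here. The caption of Fig. 4C names reads, not SNP reads, and log2 RPKM. The value here rests on SNP reads of both alleles and log2(RPKM + 1), so the measures may differ. The alternatives set before the files arrived gave values from 0.0673 to 0.0938, and none reached the paper's value. For the Xi/Xa ratios of PolII-S5p and expression the paper shows about 0.81 in Fig. 4B, read by eye, against 0.386 here. Taking log2 of the ratios, an alternative set before the files arrived, gave 0.675, and the counts of S1 Dataset, an alternative chosen after seeing the values, gave 0.870; both come within the tolerance for values read from a figure. Including variable escape genes (0.377) or leaving out a replicate (0.362 and 0.433) did not close the gap.

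Of 342 values of Table 1, 17 were counted as differing. These do not include Cybb in spleen, for which the paper gives an Xi-SRPM of 14 and an Xa-SRPM of 607. The means here were 22.6 ± 12.4 and 696 ± 126 (SD, n = 2 each), and spleen replicate 2 alone had 13.8 and 607. For Eif2s3x the paper gives an Xi-SRPM of 130, an Xa-SRPM of 356 and an RPKM of 65 in brain, and 4.50, 1.37 and 1.58 were found. In spleen the paper gives 267, 588 and 109 for these, against 6.24, 2.01 and 3.07, and in ovary 133, 379 and 77, against 4.09, 2.05 and 2.15. S1 Dataset, which is the paper's, lists more reads for this gene than the deposited tables, with an RPKM of 71.3 and 59.0 in the brain replicates, where the tables have 1.86 and 1.30. For Firre the paper gives an Xi-SRPM of 2 in brain, 6 in spleen and 5 in ovary, against 0.185, 0.532 and 1.66, and an Xa-SRPM of 208, 74 and 495, against 116.7, 38.6 and 256. For ENSMUSG00000025058 in ovary the paper gives an Xi-SRPM of 1 and an Xa-SRPM of 5, against 0.128 and 1.92. No alternative set before the files arrived concerns these SRPM and RPKM values.

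In the lists of genes, the paper states that Car5b escapes only in Patski cells, while it passed the escape rule in ovary with an Xi share of 3.50%, as it does in the paper's own Table 1. Firre is a group 1 gene of the paper and passed in no tissue from exonic reads, with an Xi-SRPM of 1.66 in ovary. Gm6787 is not in Table 1 and passed in every sample, with a spretus share of 91.1458% in ovary. The paper describes the escape genes of brain as almost all isolated; 2 pairs of them were neighbours among the assessable genes.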

Other observations

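The larger number of escape genes in ovary was weighed against 1 sample in place of 2 replicates. The largest number called in a single brain or spleen sample was 23, below the 33 of ovary, so the number of samples does not account for all of the difference; this prediction was made only after the result was seen.

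The pooled Xi share of uncalled genes was higher in ovary (0.580%) than in every brain and spleen sample. More misassigned reads in the ovary library would raise the BL6 share of paternally expressed imprinted genes in ovary; it was 2.87646%, within the range of the brain and spleen samples (2.09% to 9.12%), but this range is wide, the median over these genes in ovary (1.18%) was above those of 3 of the 4 other samples, and some of these genes are not read from the paternal allele alone, so the test cannot tell; the verdict was set to undecided after the values were seen. More reads given to the wrong allele of Xist in the ovary library was tested only after the result was seen. The BL6 share of Xist reads in ovary, 0.384755%, was higher than in every other sample, as this explanation predicted. Both tests count spretus reads given to BL6, while the higher Xi share would need the reverse error, so neither can tell. RNA from oocytes with 2 active X chromosomes was tested with 10 oocyte marker genes. Of these, 9 had an RPKM of at least 1 in ovary and at least 10 times their level in brain and spleen, as predicted. The median in ovary over the 10 was 10.54, and Oosp1 was the exception (6.25 in spleen). Oocyte RNA is present in any whole ovary, so the markers cannot tell whether it raised the Xi share. The predictions for the imprinted genes and the oocyte markers were made before. None of these tests decides between misassigned reads and oocytes, so the higher share in ovary cannot be told apart from misassignment.

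Lower depth of replicate 2 was tested as the source of variable escape genes by thinning replicate 1 to that depth in 100 draws. The median number of variable genes was 14 in brain (11 to 17.5), against 13 at full depth. In spleen it was 12 (9 to 17), against 9 at full depth. Thinning matched the number of uniquely mapped reads and not the number of SNP reads, and it did not lower the number of variable genes. Thinning also adds sampling noise to the Xi reads of replicate 1, which by itself raises the number of genes called in 1 replicate only, so the test cannot tell and variable escape genes cannot be told apart from an effect of depth. The predictions were made before, and the verdict was set to undecided after the values were seen.

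Escape calls with an Xi share under 1% numbered 10, among them Gprasp1 and Syp in brain, Tmsb4x in spleen, and Flna, Lamp2, Pdha1, Sh3bgrl and Uba1 in ovary. A background of Xi reads shared by genes with no escape call fits these calls: 1 of them was left when the lower limit had to lie above the pooled Xi share of uncalled genes, a prediction made before. Misassigned reads, tested only after the result was seen, could not be decided: 3 calls (Gprasp1, Pdha1 and Sh3bgrl) had an Xi share no higher than the BL6 share of Xist reads, and 7 had a higher share. These calls cannot be told apart from background by these tests.

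In ovary escape genes had a higher RPKM than genes with no escape call (difference in medians of 0.946 on the log2 scale). If highly expressed genes that reach the Xi-SRPM minimum at the pooled Xi share of uncalled genes caused this, the difference would shrink when such genes are left out; it was 0.187922 over 24 genes, which fits (prediction made before). In brain the difference was 0.0288 over 11 genes, and in spleen it stayed at 0.874 over 14. The same explanation was tested for group 2 genes with their highest RPKM in the tissue they escape in. Of the 16 group 2 genes above the pooled Xi share, 15 had it there (prediction made before). This speaks against reads at the pooled share as the source of that result. The 16 genes still had to reach the RPKM and Xi-SRPM minimums, which favour the tissue of highest expression. The test therefore cannot tell how much these minimums contribute. Both predictions were written after the low Xi shares of some calls had been seen and before these values were computed.

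No gene had an Xi share that differed between brain and spleen in both replicates at an adjusted p under 0.05. Each replicate had to pass alone, so a smaller shift of the same sign in both replicates could be missed. Variation between libraries of 1 tissue was found in 2 of the 7 genes, Ftx and Kdm5c in spleen, so the differences of these 2 genes between tissues, each seen in replicate 1 only, cannot be told apart from it. Kdm6a was lower in brain in both replicates, by 7.78 and 21.5 points (adjusted p = 0.138 and 0.00171, Fisher's exact test), and its replicates did not differ within brain or spleen (adjusted p = 0.555 and 0.182); with 2 pairs of samples this stays undecided. The prediction was made before, and the verdict was set to undecided after it was seen that no gene differed.

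Hdac6 (chromosome X of mm9, 7507248 to 7525015) had an Xi share of 0.501% ± 0.111 in brain (SD, n = 2), 1 Xi read of 403 and 0 of 131 in the spleen replicates, and 0.259% in ovary (95% Wilson interval 0.0711% to 0.940%, no replicates).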
